# Functional Dissection of Sugar Signals Affecting Gene Expression in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pone.0100312

**Published:** 2014-06-20

**Authors:** Sabine Kunz, Edouard Pesquet, Leszek A. Kleczkowski

## Abstract

**Background:**

Sugars modulate expression of hundreds of genes in plants. Previous studies on sugar signaling, using intact plants or plant tissues, were hampered by tissue heterogeneity, uneven sugar transport and/or inter-conversions of the applied sugars. This, in turn, could obscure the identity of a specific sugar that acts as a signal affecting expression of given gene in a given tissue or cell-type.

**Methodology/Principal Findings:**

To bypass those biases, we have developed a novel biological system, based on stem-cell-like *Arabidopsis* suspension culture. The cells were grown in a hormone-free medium and were sustained on xylose as the only carbon source. Using functional genomics we have identified 290 sugar responsive genes, responding rapidly (within 1 h) and specifically to low concentration (1 mM) of glucose, fructose and/or sucrose. For selected genes, the true nature of the signaling sugar molecules and sites of sugar perception were further clarified using non-metabolizable sugar analogues. Using both transgenic and wild-type *A. thaliana* seedlings, it was shown that the expression of selected sugar-responsive genes was not restricted to a specific tissue or cell type and responded to photoperiod-related changes in sugar availability. This suggested that sugar-responsiveness of genes identified in the cell culture system was not biased toward heterotrophic background and resembled that in whole plants.

**Conclusions:**

Altogether, our research strategy, using a combination of cell culture and whole plants, has provided an unequivocal evidence for the identity of sugar-responsive genes and the identity of the sugar signaling molecules, independently from their inter-conversions or use for energy metabolism.

## Introduction

Daily changes in the environment of green plants result in constant fluctuation in the contents of endogenous sugars, which – besides being the initial carbon backbone for biological molecules - represent the main energy source in both the autotrophic and heterotrophic tissues. Primary sugars in plants include glucose (Glc), fructose (Fru) and sucrose (Suc), which derive from photosynthesis and storage reserves. Their fine-tuned distribution from the carbon-fixing and reserve cells to the rest of the organism is essential for the optimal plant growth and development [1]. Besides their role as energy resource, these sugars also act as signaling molecules, modulating the expression of the so called “sugar-responsive” genes. In plants, there are hundreds of such genes, involved both in the cellular adjustment to nutrient availability and controling resource distribution between tissues and organs [2]–[4]. Studies on sugar-responsive genes used a variety of biological experimental systems, ranging from mesophyll protoplasts [5] and cell culture [6], to exposing the seedlings to a given sugar-containing media [7], [8], feeding detached leaves with a given sugar ([9], [10] and studying gene expression in whole plants under conditions of physiological depletion of endogenous sugars (e.g. end of the night) [4] or in mutants with impaired endogenous sugar levels [11]. Based on some of those studies, independent signaling pathways have been postulated for Glc, Fru and Suc [5], [8], [10].

When feeding specific sugars to intact plants or excised leaves, it is frequently not clear how fast and evenly the taken up carbohydrates are transported within the tissue and whether a given sugar is converted into related sugar species, which in turn might act as a distinct signal inducing changes in gene expression ([12]. Cells lying on the exterior of the treated plant face a higher sugar concentration than cells on the inside of the plant, leading to gradients in gene expression from cell layer to cell layer. Also, a sample derived from a whole seedling or leaf rosette always consists of cells in different developmental stages, possessing a variety of specialized functions and distinct metabolism. This complicates the distinction between direct and indirect consequences of sugar treatment. A homogenous response would be expected with cell culture, but those cells usually require an addition of both sugars and hormones to sustain their division and growth, which could affect sugar perception and metabolism. Studies using a mesophyll protoplast transient expression system [5] partly overcome this difficulty; however, these photosynthetic cells - devoid of cell walls and composed of multiple cell types (e.g. spongy and palisade mesophyll) - represent a system which cannot be reliably extended to whole plants when studying global expression.

The choice of proper experimental system to study signaling, whether by sugars or other compounds, represents a serious challenge in all fields of biology. In the medical field, stem-cell research has allowed for pioneering studies by using a homogenous cell population (without interference from other cell types and/or morphogenic compounds), which could be induced to differentiate into specialized cell-types, e.g. neuron [13] or vascular precursor ([14]. Stem-cell studies in plants have similarly enabled breakthroughs in understanding key compounds controlling the cell status from active proliferation to differentiation [15], [16]. In the present study, in order to bypass the previously-mentioned biases inherent to studies on sugar signaling, we have developed a novel system, based on the use of a stem-cell-like suspension culture of *Arabidopsis thaliana* which could be grown without addition of any hormones [17]. Using functional genomics in this biological system, we have identified and characterized genes that rapidly respond to low sugar concentration and have unravelled true nature of the signaling sugar species and their perception sites. The sugar responsiveness of selected genes was then verified *in planta* using *Arabidopsis* seedlings. The findings, combining the use of habituated cell culture and whole plants, shed new light on sugar signaling in plants.

## Materials and Methods

### Cell culture maintenance and growth characteristics

Habituated stem-cell-like suspension culture used in this study was derived from roots of *A. thaliana* [17]. The cells were grown on an orbital shaker in the dark in full-strength MS liquid media. Commercially available MS salts with vitamins (Duchefa, Haarlem, Netherlands) were prepared and autoclaved prior to the addition of the carbon source. Filter sterilized stock solutions of Suc and the pentose D-(+)-Xyl (Sigma-Aldrich) were added to the liquid media to reach a final concentration of 87 mM. The cells were subcultured every 7 d through harvesting cells by centrifugation for 2 min at 200xg, measuring the packed cell volume (PCV), washing the cells with fresh media and subdividing the culture in additional fresh media with a ratio 1∶2 (Xyl-grown) or 1∶8 (Suc-grown). To estimate the effect of the C-source on the growth, *A. thaliana* cells, conditioned for growth on either Suc- or Xyl-containing MS media, were subcultured into the respective Suc- or Xyl-containing media and incubated for 7 days in the dark. Every day, samples were taken and the PCV of each sample was estimated after centrifugation for 2 min at 200xg. Subsequently, the media was removed through vacuum filtration and the cells were washed twice using full strength MS-media without C-source. The dry cell pellet was immediately frozen in liquid N_2_ and stored at −80°C for further analysis.

### Cell culture induction conditions

All cell culture induction assays to estimate the effect of exogenously supplied sugar or sugar analogues were done using 7-d-old Xyl-grown cells, which were not sub-cultured or transferred to fresh media prior to the experiment. Homogeneous cell solutions were equally divided onto conical flasks prior to the treatment. Induction of cells with 0, 1 and 5 mM filter-sterilized Suc was conducted for 0, 5, 15 and 30 min as well as 1 and 3 h on an orbital shaker in the dark. Samples for the microarray study were collected after a 1 h incubation of Xyl-grown cells with 1 mM filter sterilized Xyl, Suc, Glc and Fru, respectively. The effect of non-metabolizable sugar analogues on gene expression was tested through the application of 1 mM filter-sterilized Xyl, Suc, D-Glc, Fru, turanose, palatinose, 2-deoxyglucose, L-Glc and mannitol to 7-d-old Xyl-grown cells, respectively. After treatment, the culture media was removed through vacuum filtration. The cell pellet was washed 2 times with full strength MS-media without sugar and, after drying, immediately snap-frozen and ground in liquid N_2_. The cell powder was stored at -80°C until further use.

### Plant material

Seedlings of *Arabidopsis thaliana* col-0 wt, *pgm1* mutant and *promoter::GUS* lines for the genes *bZIP63*, *MRS2.11*, *URH1* (Col-0 background) and *TOR* (Wassilijewska background) were grown *in vitro* on vertical plates containing a half-strength MS agar without sugar supplement. The harvest was carried out at the developmental stage of the appearance of the second pair of real leaves, which occurred after 13 days of growth in a long day growth chamber (16 h light, 8 h dark; 150 µmol m^−2^ s^−2^). Seedlings used for RNA extraction were harvested at the end of the light period and at the end of a 6 h extended night, by separating roots from shoots and immediately snap-freezing the material in liquid N_2_. Seedlings used for GUS-analysis were harvested at the end of the light period and directly transferred into GUS containing staining solution.

### RNA extraction and cDNA synthesis

Total RNA from samples after Suc-treatments and sample preparation for the microarray was isolated by applying TRI Reagent (Sigma-Aldrich) and chloroform to frozen and ground plant material. Phase separation was reached by centrifugation at full speed for 15 min. The aqueous fraction was mixed with half a volume isopropanol and the nucleic acids were pelleted by a 10 min centrifugation at full speed. The pellet was washed 2 times with 70% ethanol, air-dried and subsequently taken up in sterile water. The total RNA samples were DNase-treated using RQ1 RNase-Free DNase (Promega Biotech AB) and RNA was re-extracted as described above. Total RNA from samples after sugar analogue treatments as well as seedling material was isolated by using the E.Z.N.A Plant RNA kit from OMEGA BioTek (R6827-01). After elution of the RNA from the column, possible DNA contaminations were removed through a DNase treatment using the Ambion DNA-*free* DNase treatment and removal kit (AM1906). cDNA was generated using SuperScript II Reverse Transcriptase (Invitrogen) and Oligo(dT)_18_ primers (Fermentas Life Science) following the manufacturers protocol. 1 µg total RNA was used in each reaction.

### Gene expression analysis

Quantitative Real-time PCR was conducted using Roche LightCycler 480 Real Time PCR system and Roche LightCycler 480 SYBR Green I Master following the manufacturer's protocol. Sequences of RT-PCR primers for all tested genes are listed in **Table S1**. *TUB5* was used as endogenous reference gene in samples derived from *A. thaliana* cell culture after analysis of the microarray data showed no changes in the expression in response to sugar treatment. 

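On the arrays, *TUB5* (AT1G20010), which encodes a β-tubulin, did not pass the test with any of the 3 sugars. Its log2 fold change against Xyl was 0.08 with Fru, 0.12 with Glc and −0.12 with Suc, with a standard error of 1.26 in limma. Its level differed far more between replicates than between sugars, from 6.90 to 7.02 (log2 RMA value) on the 4 arrays of replicate 2 and from 3.18 to 3.94 on those of replicate 3. With the replicate number as a block the standard error was 0.14, and the adjusted p = 0.79 or more for each sugar. A p that misses the threshold does not show that the level stayed the same. Of 10 common qPCR reference genes, 2 others had a named probe set. AT4G34270, a TIP41-like gene, differed from Xyl by −0.11, 0.16 and 0.05 (log2, Fru, Glc and Suc), and AT2G28390, a gene of the SAND family, by −0.21, −0.12 and −0.15. None of the 3 genes passed in limma, also when adjusted over the list alone, and camera gave no call for them as a list in any of 6 comparisons (lowest adjusted p = 0.23).

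**Figure D1:**
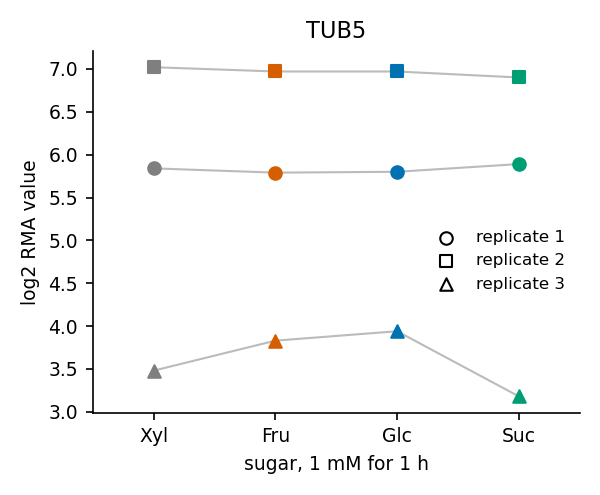
*TUB5* on the 12 arrays, as log2 RMA value (vertical axis) by sugar (horizontal axis, 1 mM for 1 h). Symbols mark the replicate and grey lines join the arrays of one replicate, with replicate 1 between 5.79 and 5.89, replicate 2 above and replicate 3 below.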

In samples derived from *A. thaliana* seedlings, *PP2A* was used as endogenous reference gene. The shown data represent means±SD of the normalized expression in relation to the expression of the respective reference gene. To assess the statistical significance of differences in gene expression between the various treatments, a Student's *t*-test (two-tailed distribution of two samples with unequal variance) was applied.

The analysis of the transcriptome, using the Affymetrix GeneChip ATH1 genome array on 3 biological replicates per treatment was done by the SciLife Lab (Uppsala, Sweden). The resulting signal values were transformed into expression data and normalized using the RMA normalization algorithm. Subsequently, the ratios of the gene expression of each gene in Suc-, Glc-, Fru- to Xyl-treated cells were calculated, respectively. Finally p-values were calculated using Student's *t*-test. Genes showing p-values <0.002 were selected as differentially expressed and sorted into non-redundant lists with genes responsive to Suc/Glc/Fru, Suc/Fru, Suc/Glc, Fru/Glc, Suc, Glc or Fru, respectively. Hierarchical clustering based on the Pearson correlation of the expression profile of the selected genes was performed using the Hierarchical Clustering Explorer v.3.5 software. The list with selected differentially expressed genes was cross-referenced with lists of sugar-responsive genes deriving from other global studies listed in Excel file **(Dataset S1)**. In addition the expression of the selected differentially expressed genes was examined throughout expression datasets generated from different plants organs (all available material, except data generated from cell culture) and sugar treatments (AT-0006; 0014; 0015; 0056; 0133; 0199; 0209; 0281; 0639; 0650.) using the Genevestigator V3 software [18]. With this software, hierarchical clustering based on the Pearson correlation of the expression profiles of the selected genes was conducted on the extracted data.

Microarray data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE46510: (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46510).

### Carbohydrate analyses

Frozen cell material was ground in liquid N_2_. The soluble sugars sucrose, glucose and fructose were analyzed in ethanol-water extracts. Sugars were extracted in 80% ethanol containing 4 mM Hepes, pH 7.5, at 80°C for 15 min. After 10 min centrifugation at full speed the supernatant was collected, stored on ice and the extraction was repeated. Subsequently the extraction was repeated with 50% ethanol containing 4 mM Hepes, pH 7.5. All supernatants were combined and subsequently analyzed for sugar contents using a NADP-coupled enzyme assay. The remaining pellets were resuspended in 200 mM citrate (pH 4.6), incubated for 20 min at 95°C, cooled down and digested over night at 55°C by amyloglucosidase (Roche). After a subsequent centrifugation at full speed for 10 min, the supernatant was transferred and analyzed for sugar contents using a NADP-coupled enzyme assay. In brief, first all glucose was consumed by the enzymes glucose-6-phosphate-dehydrogenase (Roche) and hexokinase (Roche) in the reaction buffer (100 mM imidazol, 1.5 mM MgCl2; pH 6.9, 0.5 mM NADP; 1.25 mM ATP) and the OD_344_ was monitored until a plateau. Subsequently all fructose was consumed by the addition of the enzyme phosphoglucoisomerase (Roche), which could be monitored by the increase of the OD_344_. After reaching a plateau, finally all sucrose was consumed through the addition of the enzyme invertase (Roche). OD_344_ was monitored until a plateau was reached. Based on the differences between the OD_344_ at the plateau-stages for each sugar, the sugar concentration for glucose, fructose and sucrose were calculated in µmol hexose/gFW.

### GUS staining

13-day-old whole seedlings were transferred into GUS-staining solution (1 mM X-Glc (Fermentas/Thermo Scientific); 50 mM NaHPO_4_, pH 7.0; 1% v/v TritonX-100). The samples were incubated overnight at 37 °C. Afterwards the samples were washed twice for 2 min in 50% ethanol, twice for 2 min in 90% ethanol and finally rinsed and stored in sterile MilliQ-water. The samples were analyzed by taking pictures using a Canon EOS 650D.

## Results and Discussion

### Novel cell system to identify and investigate sugar-responsive genes

In order to identify sugar-responsive genes independently from **(i)** the developmental and cellular heterogeneity of plant tissues, **(ii)** the differential accessibility to sugars and **(iii)** the presence of the studied sugar as energy source, a simplified biological system was adapted using habituated stem-cell-like suspension cultures from *A. thaliana* [17]. The system facilitates a homogeneous and direct response towards externally applied primary sugars, while excluding tissue- or development-specific signals that could affect the sugar-dependent gene expression. Contrary to most cell cultures, the habituated cells have the capacity to grow and divide in a hormone-free medium and possess the ability to differentiate if provided with specific hormones [17]. This makes them an ideal model to study cellular response to a specific factor.

To effectively decipher between sugars used as energy source or as signals, cell suspensions were screened for growth on Murashige and Skoog (MS) media supplemented with 87 mM of different sugars. The pentose xylose (Xyl) was identified as a usable carbon source, along with Suc, Glc, Fru, trehalose, raffinose, maltose and lactose, providing sufficient energy in the culture media for sustained growth over a 7 day growth period **(Fig. S1A)**. In plants, Xyl can be converted to Glc via the oxidative pentose-phosphate pathway [19] and the Xyl-based growth was earlier reported both for cultured plant cells [20] and for *Arabidopsis* seedlings kept on Xyl-supplemented growth media [21]. In our system, the growth of cells conditioned to grow on Xyl-containing media was about 2.5-fold slower than those conditioned to grow on Suc **(** **Fig. 1A** **)**, but cell length and general appearance of the cells under those two conditions were similar **(Fig. S1B,C)**. Along with the decreased growth, the Xyl-grown cells had reduced contents of internal soluble sugars, with Glc, Fru and Suc levels decreased by 20-, 4- and 9-fold, respectively, when compared to Suc-grown cells **(** **Fig. 1B-D** **)**. Thus, under long-term low-carbon conditions, the cells adapted by establishing a decreased growth rate, similar to a whole plant response when kept under prolonged low carbon regime [3].

**Figure 1:**
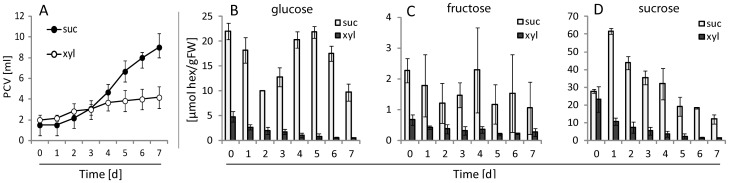
Effects of Xyl and Suc, as C-sources in the growth media, on packed cell volume (PCV) and intracellular soluble sugar concentration in *A. thaliana* cell culture. (A) Cells-grown in 1x MS medium supplemented with Xyl or Suc. (B-D) Internal concentrations of Glc, Fru and Suc after 7 d of growth on Xyl or Suc media. Error bars represent the standard deviation calculated from 3 biological repeats.

Deciphering the role of a sugar as a signaling molecule from its role as energy-source is one of the main problems hampering studies on sugar-mediated regulation of gene expression. Another difficulty is a frequently observed rapid conversion of an externally supplied sugar, especially Suc, to other sugars [12], [22]. We have addressed those difficulties by using the Xyl-grown cells, which were exposed to low or very low sugar concentrations (1 and 5 mM) for a short time (up to 3 h). The results suggested that treatment with as little as 1 mM Suc for 1 h did not increase the specific sugar pools **(Fig. S2)**. Those conditions were also likely to limit the use of sugars as energy source. Next, we assessed the impact of externally added sugars on expression of *BT2* (encoding a BTB- and TAZ-domain containing protein), whose expression was reported to be regulated by sugar and diurnal rhythms in intact plants, with maximum expression in the dark or in carbon-starved seedlings [7], [23]. Using qPCR analysis, *BT2* expression in Xyl-adapted cells was sensitive to exogenous Suc application **(** **Fig. 2A** **)**, with Suc concentration as low as 1 mM being sufficient to significantly decrease *BT2* expression within 1 h **(** **Fig. 2A**, box). A similar down-regulation was also observed after 1 h treatments with either 1 mM Glc or Fru **(** **Fig. 2B** **)**, suggesting that *BT2* responds both to Suc and hexoses, and that growth on Xyl does not impair *BT2* responses to primary sugars. The rapid response of *BT2* expression to a very low sugar concentration prompted us to seek other genes which may rapidly respond to the same sugars under the conditions established for the cell culture.

**Figure 2:**
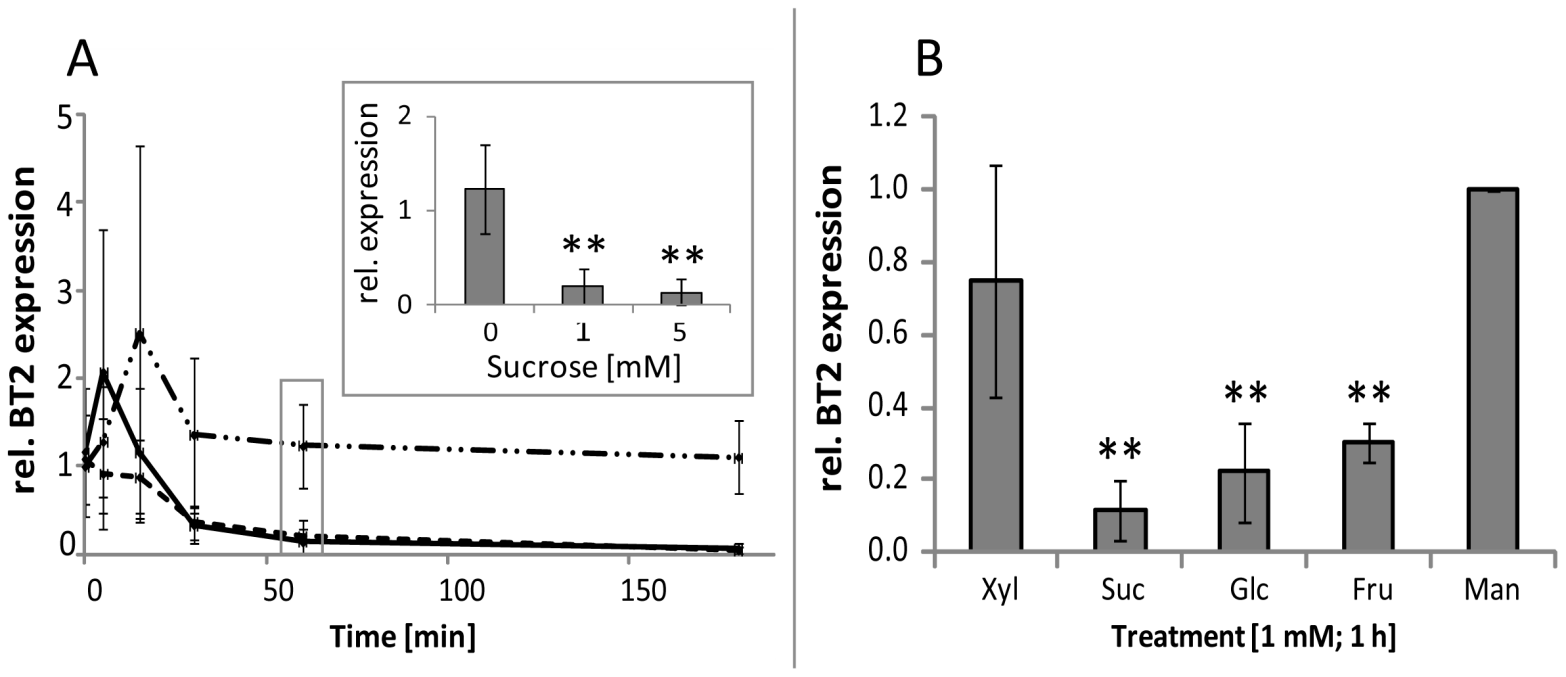
A rapid response of *BT2* expression to low doses of sugars in 7-d-old Xyl-grown *A. thaliana* cell culture. **(A)** *BT2* expression in the cell culture supplemented with 0 (dash-dot line), 1 mM (straight) and 5 mM (dashed) Suc for 0, 5, 15, 30 min and 1 and 3 h (n = 3). The box represents data for 1 h treatment with Suc. **(B)** Effects of 1 mM Suc, Glc Fru and Xyl on *BT2* expression. Mannitol (Man) at 1 mM was a control. Significance: *t*-test; *α = 0.05, **α = 0.01, n = 7.

### Functional genomics identification of genes rapidly regulated by low sugar concentrations

To identify genes rapidly responding to low concentrations of specific sugars, expression analyses using the Affymetrix ATH1 microarrays were performed on Xyl-based cell-culture samples treated for 1 h with 1 mM of either Glc, Fru, Suc or Xyl in 3 independent replicates for each treatment. 

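The data are 12 single-colour ATH1 arrays, 3 each for 1 mM Fru, Glc, Suc and Xyl given for 1 h to 7-d-old cell culture that had grown on 87 mM Xyl. Each array carries 22810 probe sets, groups of short DNA probes against the 3′ end of a transcript. The deposited values are log2 RMA values, which the authors made by background correction, quantile normalization between arrays and summarising over the probes of each set. The medians of the 12 arrays lay between 4.70 and 4.84, and the number of arrays limits the precision of each value. Without the 64 control probe sets of the manufacturer, 22746 probe sets were tested with limma in 1 fit over the 4 groups, each sugar against Xyl, both at the unadjusted threshold of 0.002 given in the methods and at a Benjamini-Hochberg adjusted p under 0.05. An exact test of 3 arrays against 3 cannot give a p under 0.1.

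Arrays with the same replicate number lay together whatever the sugar. The first principal component, with 67.7% of the variance, set the 4 arrays of replicate 3 (64.2 to 67.9) apart from the other 8 (−43.7 to −22.8), and the second, with 16.2%, separated replicate 1 (28.1 to 33.0) from replicate 2 (−26.5 to −24.7). The methods describe culture that was divided equally between flasks before the treatment, and the number was therefore also used as a block in the fit. With the block, 145 probe sets passed the threshold of 0.002 between Suc and Glc, against 13 without it, and values with the block are given where they change a call. The platform's annotation named 1 gene for 13513 probe sets, several for 503 and none for 8794. All 290 genes of Dataset S1 were matched to a single probe set through their 3 expression ratios (tolerance 1e-05), which named 131 probe sets more.

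**Figure D2:**
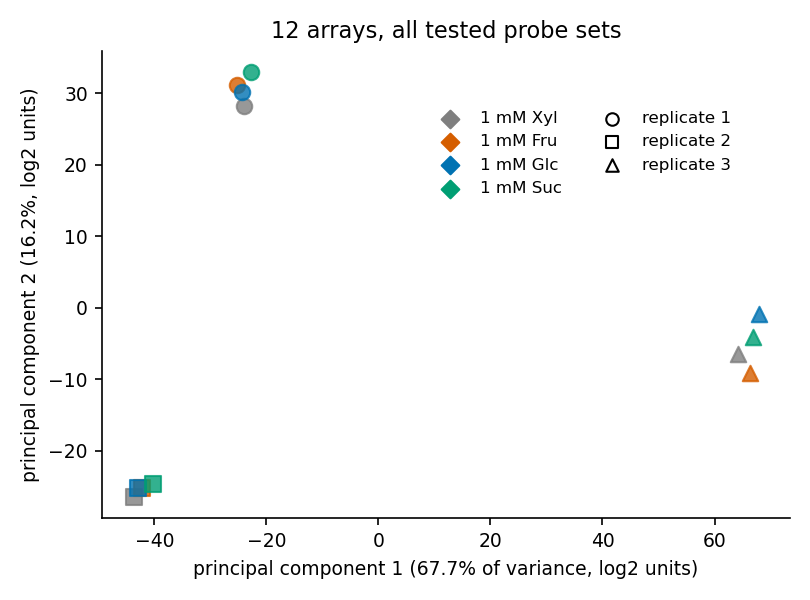
Principal components 1 (horizontal axis, 67.7% of the variance) and 2 (vertical axis, 16.2%) of the log2 RMA values of all tested probe sets, in log2 units. Colours mark the sugar and symbols the replicate, and the 12 arrays form 3 clusters of 4, 1 for each replicate number.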

Gene expression was calculated as the ratio of the expression value between the treatment with a distinct sugar and the values from Xyl-treated control samples. 

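*MGD3* (AT2G11810), which encodes a type-B monogalactosyldiacylglycerol synthase, had the highest ratio in Dataset S1. Its log2 RMA value was 7.01 ± 0.69 (SD, n = 3) with Fru and 4.63 ± 0.68 (SD, n = 3) with Xyl, so that the ratio of 1.52 stands for a rise of 2.37 on the log2 scale (standard error 0.52), or 5.18-fold. AT2G07696 had the lowest ratio, 0.71 with Suc. Its log2 value was 4.45 ± 0.60 (SD, n = 3) with Suc against 6.30 ± 0.75 (SD, n = 3) with Xyl, a log2 fold change of −1.85 (standard error 0.44), or 3.61-fold lower. Both genes passed the methods' threshold in limma with these sugars. The platform's annotation lists several genes for the probe set of AT2G07696, whose name is that of Dataset S1.

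The ratios of all 290 genes equal the log2 RMA value of the sugar divided by that of Xyl, averaged over the 3 replicates, within 5e-06. A ratio of log2 values depends on the level of the gene as well as on its change. *SQD1* (AT4G33030), which encodes the UDP-sulfoquinovose synthase of sulfolipid synthesis, and AT1G70900 both had a ratio of 1.12 with Fru. The change was 1.05 on the log2 scale for *SQD1*, from a mean of 9.21 with Xyl, and 0.76 for AT1G70900, from a mean of 6.52.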

Xyl was used as a control, rather than e.g. mannitol, since it is penetrable and serves as energy source **(** **Fig. 1** **)**, similar to Glc, Fru and Suc. 

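At the threshold of 0.002, chance would let 45.5 probe sets pass in each comparison if all arrays were independent. Each count without the block lay below that. Arrays of one replicate vary together, so the fit without the block lets fewer pass by chance. In simulated data with variation shared within replicates, 1 unchanged probe set passed between Suc and Xyl without the block, and 45 with it. With Fru, 19 probe sets passed the threshold in limma, 9 higher and 10 lower than with Xyl. The rises included AT5G20790 (log2 fold change 2.03, standard error 0.48, or 4.08-fold) and *DIC3*, a mitochondrial dicarboxylate carrier (0.51, standard error 0.12). The falls included *SRFR1*, a negative regulator of immune responses (−0.61, standard error 0.13; gene length 7569 bp), and AT1G15130 (−0.60, standard error 0.13). With Glc, 10 probe sets passed, 4 higher and 6 lower. *PKDM7D*, a gene of the jumonji family of histone demethylases, fell with Glc (−0.59, standard error 0.09; 7226 bp), and AT1G29450, a SAUR-like gene, rose (0.46, standard error 0.10). With Suc, 15 probe sets passed and all were lower. They included *SWP*, the MED14 subunit of Mediator (−0.73, standard error 0.16; 6995 bp), *SYD*, a SWI/SNF chromatin remodelling ATPase (−0.49, standard error 0.10; 17067 bp), *HUA2* (−0.59; 7249 bp) and AT2G17930 (−0.56; 18317 bp).

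Of 26 genes induced by phosphate starvation that were listed before the data were examined, 8 had a named probe set, all of them named through Dataset S1, and all 8 were higher with Fru than with Xyl. They were chosen by the study on these samples, and Dataset S1 had been seen when the list was drawn up. Neither their number nor their direction is independent evidence, and the list was not tested as a group. *PS2*, a phosphatase, was higher by 1.76 (log2, standard error 0.50) and *SRG3*, a glycerophosphodiester phosphodiesterase, by 1.07 (standard error 0.27). Of the 8 genes, *MGD3* and *SQD1* passed without the block.

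No probe set had an adjusted p under 0.05 in limma with any sugar (smallest adjusted p = 1). An unadjusted p under 0.05 was found for 585, 480 and 463 with Fru, Glc and Suc. Each is fewer than chance would give if all arrays were independent. In the fit with the replicate block these counts were 2689, 2679 and 2443. Student's t-test, run here unpaired on the log2 values, gave 26, 25 and 41 probe sets past the threshold of 0.002. After Benjamini-Hochberg adjustment it gave 0. The methods name this test after the calculation of ratios but do not give its form, and a test of the ratios was not run. With the replicate number as a block, 249, 283 and 242 probe sets passed the threshold with Fru, Glc and Suc (98, 125 and 65 of them higher). With Suc, 4 had an adjusted p under 0.05 with the block (adjusted p = 0.045 for each), *SWP*, *TPS8*, a class II trehalose-phosphate synthase (−1.20, standard error 0.16), *NRPB1*, the largest subunit of RNA polymerase II (−0.76; 7571 bp), and AT5G47060 (0.88, standard error 0.12). *NRPB1* and AT5G47060 were chosen after their values were seen. Without Xyl replicate 3 the counts without the block were 6, 4 and 4, the lowest over the 12 arrays left out in turn, and the highest were 20 for Fru (without Glc replicate 3), 20 for Glc (without Glc replicate 2) and 26 for Suc (without Fru replicate 3).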

Selection of significantly expressed genes was performed using stringent criteria (RMA normalization and the threshold p-values <0.002) which identified a total of 290 sugar responsive genes **(Dataset S1)** with expression ratios ranging between 1.52 and 0.71. The genes could be divided into 7 sub-groups, corresponding to those responsive to Suc/Fru/Glc, Fru/Glc, Suc/Glc, Suc/Fru, Suc, Glc, and Fru, respectively **(** **Fig. 3A** **)**. 

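In limma, the probe sets past the threshold of 0.002 formed 6 of the 7 sub-groups, with 15 for Fru alone, 7 for Glc alone, 13 for Suc alone, 2 for Fru and Glc, 1 for Fru and Suc and 1, *bZIP63*, for all 3 sugars. AT1G70900 rose and *PKDM7D* fell with both hexoses, and *TPS9*, of the same family as *TPS8*, fell with Fru and Suc. No probe set passed with Glc and Suc but not Fru. With the replicate block the sub-groups held 149, 174, 165, 57, 25 and 18 probe sets in the same order, and 34 passed with Glc and Suc.

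Of the 290 genes of Dataset S1, which were selected on these samples, 20 (6.90%) passed in limma without the block with the sugars of their sub-group, 6 higher and 14 lower. They were 6 of the 79 genes of the Fru sub-group, 4 of 71 for Glc, 6 of 78 for Suc, 2 of 21 for Fru and Glc, 1 of 10 for Suc and Fru, 0 of 21 for Suc and Glc and 1 of 10 for all 3 sugars. With the block 241 (83.1%) passed, 95 higher and 146 lower, 214 of them in the same sub-group. With the replicate number as a random block, chosen after seeing the data, 288 (99.3%) passed. The p-values that the authors deposited equal those of that fit within 5e-10. Among the members named by rule, *DIC3* and *SETH5* (log2 fold change 0.51 each with Fru) belong to the Fru sub-group, AT1G10350, a DnaJ-like gene (−0.44 with Glc), to the Glc sub-group and AT1G20670, a bromodomain gene (−0.54 with Suc and −0.40 with Glc), to the Suc and Glc sub-group. The median size of change in a gene's own sugars was 0.49 on the log2 scale, from 0.47 in the Suc and Glc sub-group to 0.50 in the Fru and Glc sub-group. The 3 arrays of the sugar lay fully apart from the 3 Xyl arrays for 225 genes, and the sugar array differed from the Xyl array of its replicate in the same direction in all 3 replicates for 289. Chance gives full separation in 10% of unselected genes, which is no measure for genes selected by their change on these arrays.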

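Of the 290 genes of Dataset S1, those lower than Xyl fell into 4 clusters of 52, 46, 41 and 35 genes by complete linkage on Pearson correlation, and those higher into 4 clusters of 46, 46, 15 and 9. No cluster mixed the directions. The cluster of 52 lower genes was lowest with Fru (median log2 fold change −0.50, against −0.35 with Glc and −0.32 with Suc), the cluster of 46 lower genes with Glc (−0.49, against −0.33 with Fru and −0.32 with Suc) and the cluster of 41 with Suc (−0.48, against −0.23 with Fru and −0.37 with Glc). In the cluster of 35 the medians were −0.39 with Fru and −0.43 with Suc but −0.17 with Glc. Among the higher genes, 1 cluster of 46 was highest with Fru (0.51), the other of 46 with Glc (0.46) and the cluster of 15 with Suc (0.50), and the cluster of 9 was higher with Fru (0.37) and Suc (0.35) than with Glc (0.21). In each of the 8 clusters the medians with the other sugars had the same sign. With average linkage the clusters held 1 to 71 genes, 4 of them of lower and 4 of higher genes. The genes were selected by their change, so the clusters are no independent test of it.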

Hierarchical clustering, based on complete Pearson correlation of the expression profiles of the identified genes, revealed distinct clusters exhibiting both a specific direction of expression patterns and responsiveness exclusively to distinct sugar molecules **(** **Fig. 3B** **)**. 

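Of the 39 probe sets past the threshold of 0.002 in limma with at least 1 sugar, 27 (69.2%) were lower and 12 higher than with Xyl. With each array centred on its median the lower share was 54.8% of 31, and with the replicate block it was 385 of 622 (61.9%). It was 48.1% with the t-test on the linear scale, 40% with unequal variances, 29.3% with a trended and robust variance and 41.7% of 12 without Xyl replicate 3. In Dataset S1, by the mean change of each gene in its own sugars, 174 genes were lower and 116 higher. Lower genes were 61 of 78 (78.2%) in the Suc sub-group, all 10 in the Suc and Fru sub-group and 8 of 10 for all 3 sugars, against 35 of 79 (44.3%) for Fru and 33 of 71 (46.5%) for Glc. The median log2 fold change was −0.49 for the lower and 0.49 for the higher genes, the latter 1.41-fold.

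Many of the genes lower with Suc are long. Of the 90 with a known gene length in the sub-groups that include Suc, 54 (60.0%, 95% exact binomial interval 49.1 to 70.2) lay in the longest 10% of genes, above 4287 bp, against 2 of the 25 higher with Suc (Fisher's exact test, p = 2.3e-06). The interval and the test take genes as independent, though all were selected on the same arrays, so they do not measure replication over samples. The median gene length of those lower with Suc was 5672 bp, against 1829 bp for the genes higher with Suc and 2126 bp for all 13545 probe sets with a named gene. Among the genes of the Fru sub-group 11 of 32 lower and 5 of 43 higher genes lay in the longest 10%, among those of the Glc sub-group 9 of 32 lower and 2 of 37 higher genes, and among those of Suc alone 37 of 59 lower and 1 of 17 higher genes. Of the probe sets lower with Suc past the threshold with the replicate block, 52.9% lay in the longest 10% of genes, and 18.3% after the trend of the array values with gene length was removed. Over all genes of the longest 10%, the median level differed from that with Xyl by a small amount with each sugar, −0.08 with Suc, −0.06 with Glc and −0.05 with Fru (log2, exact permutation test, p = 0.1 for each, the smallest that 3 arrays against 3 allow). Within replicates 1, 2 and 3 the differences were −0.09, −0.08 and −0.06 with Suc (standard error over replicates 0.01), −0.06, −0.08 and −0.04 with Glc (0.01) and −0.06, −0.09 and 0.00 with Fru (0.02). The shortest 10% of genes differed the other way, by 0.03 with Suc, 0.04 with Glc and 0.05 with Fru (exact permutation test, p = 0.4, p = 0.1 and p = 0.2).

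**Figure D3:**
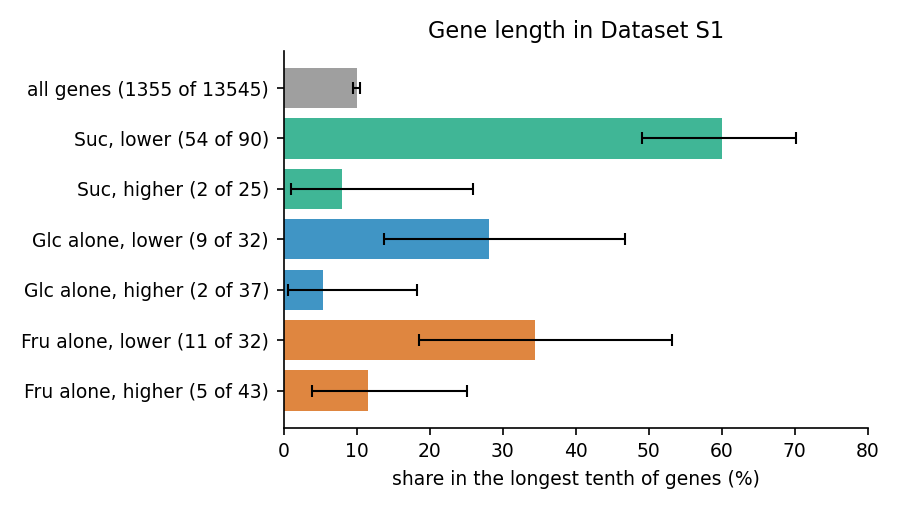
Share of genes in the longest 10% of all genes by gene length (horizontal axis, percent) for the genes of Dataset S1 lower or higher than with Xyl. The bars for Suc hold the genes of every sub-group that includes Suc, and those for Fru and Glc the genes of that sugar alone. Bars start at 0 and lines are 95% exact binomial intervals, which take genes as independent. The genes lower with Suc reach 60.0%, and 10% of all genes lie there by definition.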

Out of the 290 sugar-responsive genes, 168 (58%) were down-regulated and 122 (42%) – up-regulated **(** **Fig. 3A** **)**. A similar bias toward down-regulation was frequently observed in studies on auxin- and other hormone-responsive genes (e.g. in [24]). From the sensing and signaling perspective, suppression of gene expression may represent a faster response mechanism than up-regulation of the expression.

**Figure 3:**
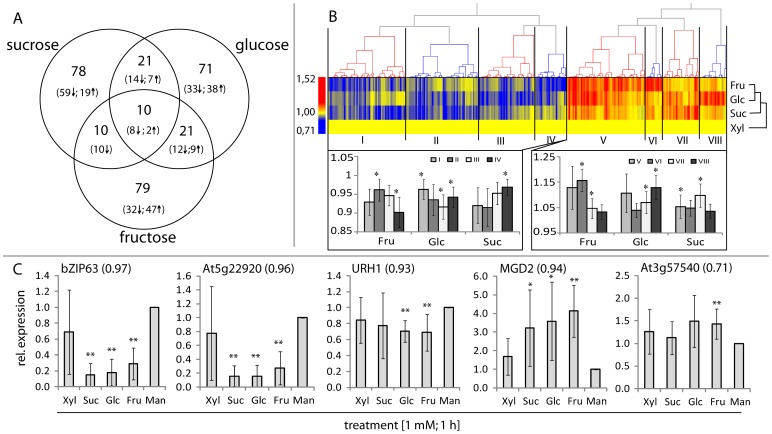
Suc, Glc and Fru induce sugar species-specific changes in global gene expression in *A. thaliana* cell culture. **(A)** Treatment of 7-d-old Xyl-grown cell culture for 1 h with 1 mM Suc, Glc and Fru induced differential expression of 290 genes, which were divided into 7 subgroups, representing their responsiveness to a specific set of sugars. **(B)** Hierarchical clustering of the expression profiles based on Pearson correlation of the 290 genes resulted in 8 clusters with 4 clusters each containing up- or down-regulated genes. The single clusters represented expression profiles responsive to a specific set of sugar species. Significance: *t*-test; * α = 0.01; n = 13 to 59, depending on the cluster. **(C)** qPCR expression analysis of selected genes in response to a specific sugar (at 1 mM for 1 h). Mannitol (Man) at 1 mM was a control. The numbers in parentheses indicate the correlation between the gene expression profiles measured by the microarray and qPCR analysis. Significance: *t*-test; *α = 0.05, **α = 0.01, n = 8. See also **Fig. S7** for examples of other genes.

The comparison of the 290 candidate genes with three publically available datasets focusing on the transcriptional response to **(i)** sugars and circadian regulation during the diurnal cycle [25], **(ii)** changes in endogenous carbon status [4], and **(iii)** the supplement of 15 mM Suc to C-starved seedlings [7] revealed a substantial overlap of 20% only with genes identified upon Suc-supplement **(Dataset S1)**. 

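Dataset S1 marks 61 of its genes as changed by Suc supply to seedlings as well. On the arrays of the cell culture they were 18 genes of the Fru sub-group, 13 of the Glc sub-group, 17 of the Suc sub-group, 4 for Fru and Glc, 3 for Suc and Fru, 3 for Suc and Glc and 3 for all 3 sugars. *ELF3*, a component of the circadian clock (log2 fold change −0.45 with Fru and −0.46 with Glc, standard error 0.16; gene length 4381 bp), is of the Fru and Glc sub-group. *VPS15*, a regulatory subunit of the phosphatidylinositol 3-kinase complex (−0.55 with Fru and −0.38 with Suc, standard error 0.14; 7037 bp), is of the Suc and Fru sub-group. Neither passed the threshold of 0.002 without the replicate block and both did with it (*ELF3* adjusted p = 0.18 and *VPS15* adjusted p = 0.079 with Fru). AT4G33980, a cold-regulated gene of the Fru sub-group (−0.66 with Fru), passed with the block as well. By sub-group the marked share was 14.3% for Suc and Glc, 18.3% for Glc, 19.0% for Fru and Glc, 21.8% for Suc, 22.8% for Fru and 30.0% each for Suc and Fru and for all 3 sugars, and the shares were not tested against one another.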

The overlapping genes were members of all 7 sub-groups **(Fig. S3)**, suggesting that the *in planta* response to Suc-treatment might have been partly induced by its hydrolytic products Glc and Fru. 

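Of the 61 genes of Dataset S1 that it marks as changed by Suc supply to seedlings, 43 were lower and 18 higher than with Xyl on the arrays, by the mean change in each gene's own sugars. In the Suc sub-group 16 of 17 were lower and in the Glc sub-group 10 of 13, while 11 of 18 in the Fru sub-group were higher. Of 22 genes of carbon starvation, which are induced in darkness or by lack of sugar, listed before the data were examined, 9 had a named probe set and 8 of these are in Dataset S1, all 8 lower with the sugars of their sub-group. They were selected by the study on these samples, and Dataset S1 had been seen when the list was drawn up. Neither their number nor their direction is independent evidence. The ninth, *AKINβ1*, a subunit gene of the SnRK1 kinase complex, had log2 fold changes of −0.42, −0.78 and −0.73 with Fru, Glc and Suc (standard error 0.34) and did not pass with or without the replicate block. AT3G15450 fell with Glc (log2 fold change −1.38, standard error 0.33, or 2.60-fold lower) and *BT5*, which encodes a BTB and TAZ domain protein like *BT2*, with Suc (−1.70, standard error 0.40, or 3.24-fold lower). *BAM9*, which encodes a protein of the β-amylase family (named *BMY3* in the reference), had log2 fold changes of −1.02, −1.47 and −1.63 with Fru, Glc and Suc (standard error 0.56), and *J8*, a DnaJ-like chloroplast protein, −1.26 with Suc (standard error 0.42). *BAM9* and *J8* passed the threshold of 0.002 only with the replicate block (adjusted p = 0.13 and adjusted p = 0.15 with Suc).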

Similar to our microarray data, the majority of those overlapping genes (47 out of 60) were down-regulated. Further analyses of publically available datasets on intact plants treated with Suc or Glc or exposed to extended dark conditions again revealed some overlap for each of the dataset with the candidate genes identified in the present study **(Fig. S4)**. About 50% of the 290 genes had a 2-fold change in expression in at least one of the conditions analyzed. Expression profiles of the identified genes were distributed in a plethora of tissues **(Fig. S5)**, with no apparent bias toward any tissue. Thus, the expression of sugar responsive genes identified in the present study using an initially root-derived heterotrophic cell culture was not restricted to roots, heterotrophic background, but encompassed both non-photosynthetic and photosynthetic tissues.

Among the 290 candidate genes selected by microarrays, 218 coded for proteins with known function **(Fig. S6)**. Several of the identified sugar-responsive genes, e.g. those involved in endomembrane trafficking, cell wall synthesis, protein degradation, microtubule-associated, etc., were related to the cell division process. 

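A list of 12 genes of clathrin-mediated and endomembrane trafficking was drawn up before the data were examined, but with Dataset S1 already seen. Of these, 8 had a named probe set, all of them in Dataset S1, so that number is no independent result. All 8 were lower with sugar than with Xyl. They included *TPLATE*, a subunit of the endocytic TPLATE complex (log2 fold change −0.52 with Suc, standard error 0.14; gene length 4783 bp), *GNOM*, an ARF guanine nucleotide exchange factor (−0.44 with Fru, standard error 0.19; 6192 bp), and *GRV2*, a DnaJ-domain protein of endosome trafficking (−0.46 with Suc, standard error 0.19; 12305 bp). The δ subunit of the adaptor complex AP-3 was lower by similar amounts with all 3 sugars (−0.44, −0.36 and −0.44 with Fru, Glc and Suc, standard error 0.11). None of these 4 passed the threshold of 0.002 in limma without the replicate block, and all 4 did with it, the δ subunit with Fru and Suc only (*TPLATE* adjusted p = 0.094). The genes were chosen by the study on these samples, so their common direction is not independent evidence.

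For the cell wall, 4 of 11 listed genes of cellulose synthesis and wall assembly had a named probe set. *CSI1*, which links cellulose synthase complexes to microtubules, fell with Suc (−0.48, standard error 0.10; 8520 bp). *CSLC4*, a glucan synthase of xyloglucan, was lower with Glc (−0.70, standard error 0.23) and *CESA10*, a cellulose synthase, higher with Fru (0.52, standard error 0.15), both past the threshold only with the block. *COBRA*, which is not in Dataset S1, differed by −0.02, −0.11 and −0.08. For protein degradation, *UPL3*, a ubiquitin ligase of the HECT family, was lower with Suc (−0.52, standard error 0.14; 9078 bp) and Glc (−0.46), both past the threshold with the block, and *UPL5* (−0.35 with Suc) did not pass.

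In autophagy, AT4G30790, the *Arabidopsis* ATG11, was lower with Fru (−0.53) and Suc (−0.55, standard error 0.26; 6254 bp), past the threshold with the block only. The 11 autophagy genes named by the platform's annotation, most of them of the *ATG8* family, gave no call against Xyl in camera (adjusted p = 0.16, 0.99 and 0.18 for Fru, Glc and Suc), but were higher with Suc than with Fru (10 of 11 higher, median 0.16, adjusted p = 0.0020, adjusted p = 0.17 with an estimated correlation; 0 of 11 passed when adjusted over the list alone). *CLASP*, which encodes a microtubule-associated protein and was chosen after its values were seen, had log2 fold changes of 0.13, 0.27 and 0.12 (standard error 0.14) and did not pass with or without the block.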

Signaling-related sugar-responsive genes included *TOR*, coding for a key integrator of energy status in eukaryotes [26], [27] and *bZIP63*, coding for a transcription factor integrating Glc and ABA signals in plants ([28]. 

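*bZIP63* (AT5G28770, named *BZO2H3* in the reference) fell with each of the 3 sugars, by 0.70, 0.81 and 0.72 on the log2 scale with Fru, Glc and Suc (standard error 0.14). Its log2 RMA values were 5.10 to 5.46 on the 3 Xyl arrays and 4.29 to 4.72 on the 9 arrays of the other sugars, with no overlap. *TOR* (AT1G50030), the kinase gene, had log2 fold changes of −0.67 with Glc (standard error 0.20), −0.53 with Suc and −0.27 with Fru, and is a long gene of 17748 bp. It passed the threshold of 0.002 with Glc and Suc only with the replicate number as a block (adjusted p = 0.077 and adjusted p = 0.15), and *bZIP63* passed in both fits. In each replicate the *TOR* value was lower with Glc and with Suc than with Xyl, and in replicate 1 it was not lower with Fru.

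A list of 21 genes of sugar sensing, drawn up before the data were examined, had 4 members named by the platform's annotation, and neither *TOR* nor *bZIP63* is among these. Besides *AKINβ1*, *BZIP53*, a transcription factor, had a log2 fold change of −0.49 with Glc, and *RAPTOR1*, the partner protein of TOR, −0.32 with Glc and −0.30 with Suc. The 4 genes together were lower with Glc and Suc in camera (medians −0.40 and −0.31, adjusted p = 0.0017 and adjusted p = 0.0042), with 3 of 4 lower with each sugar, and there was no call with Fru (median −0.25, adjusted p = 0.076). With an estimated correlation adjusted p = 0.13 for both calls. The list gave no call between the sugars either (adjusted p = 0.22 for Fru against Glc, 0.59 for Suc against Fru and 0.65 for Suc against Glc). None passed when adjusted over the list alone, and with the block 3 did with Glc and 1 with Suc.

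**Figure D4:**
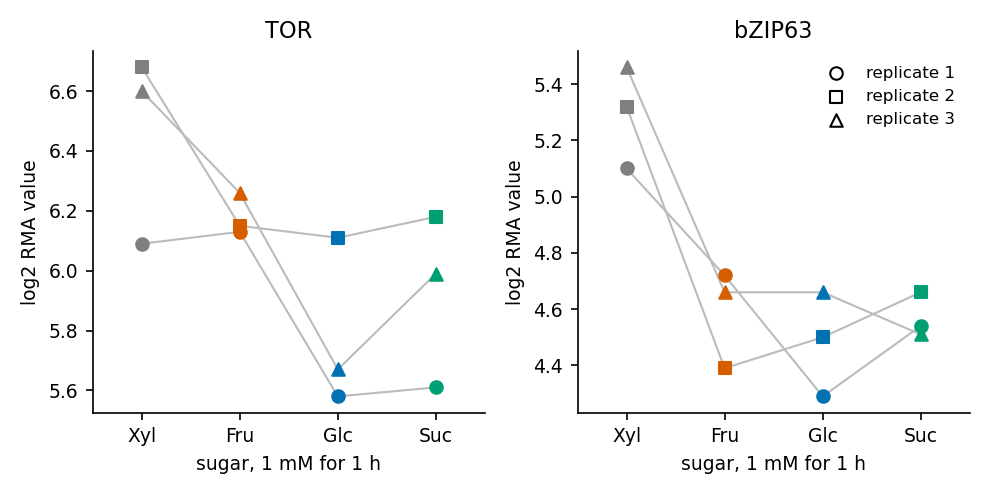
*TOR* (left) and *bZIP63* (right) on the 12 arrays, as log2 RMA value (vertical axis) by sugar (horizontal axis, 1 mM for 1 h). Symbols mark the replicate and grey lines join the arrays of one replicate. All *bZIP63* values with Fru, Glc and Suc lie below the Xyl values, and *TOR* falls from Xyl to Glc in each replicate. The vertical axes do not start at 0.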

TOR, among other functions, regulates Glc-dependent repression of *BT2* [27], a gene also found as sugar-responsive in our study **(** **Fig. 2** **)**.

Sugar responsiveness of selected genes identified by microarrays was further verified using qPCR gene expression analysis **(** **Fig. 3C** **, Fig. S7)**. In those analyses, mannitol was used as a control to assess possible effects of Xyl on gene expression. Generally, Xyl had only small effect on gene expression, with the exception of *ERF104* and *TPS9*; however, the direction of this effect was the same as for other sugars tested, suggesting that carbon from Xyl can enter a common metabolic pathway for other sugars [19]. For effects of Glc, Fru and Suc, the qPCR analyses confirmed that the expression of the genes was sensitive to either one, two or three sugars, indicating that the microarray data were reliable as to the identification of sugar-responsive genes. However, in several cases, especially for genes responding to a single sugar on microarrays, the qPCR analysis revealed that the genes were also sensitive to one or two other sugars. This was most likely due to higher sensitivity of qPCR when compared to microarray analyses. Indeed, the qPCR-quantified expression of 14 genes correlated linearly to the microarray-determined expression with an average R^2^ of 0.82±0.20 and an overall gene expression ratio ranging from 0.81 to 1.34 (for microarrays) and 0.13 to 4.12 (for qPCR). Thus, the identification of sugar-responsive genes using stringent selection criteria for microarrays was fully confirmed using the more sensitive method. 

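On the arrays, 228 genes of Dataset S1 belong to a single sugar, and each of them changed most in that sugar, by which it had been selected. The change was larger than with each of the other 2 sugars (unadjusted p under 0.05 in limma against both) for 23 genes, 9 of Fru, 10 of Glc and 4 of Suc. With the replicate block these were 73, namely 26, 25 and 22. Adjusted over these genes alone, 0 passed both comparisons without the block and 51 with it. The genes were placed by the same arrays, so these counts are no independent evidence of a difference between the sugars. AT1G29450 was higher with Glc than with Fru by 0.34 on the log2 scale and than with Suc by 0.33 (standard error 0.10). *SETH5* was higher with Fru than with Glc by 0.39 (standard error 0.10), and *HUA2* lower with Suc than with Glc by 0.32 (standard error 0.13). *WRKY22*, a transcription factor of the Glc sub-group, changed by −0.67 with Glc against −0.20 with Fru and −0.17 with Suc. Its difference between Glc and Fru was 0.47 (standard error 0.30, 0.10 with the block), and it counted among the 25 genes of Glc with the block only. Over all probe sets, 0 differed between any pair of the 3 sugars at an adjusted p under 0.05 in limma (377 between Fru and Glc, 337 between Suc and Glc and 402 between Suc and Fru at an unadjusted p under 0.05, and 0 adjusted by the unpaired t-test), and 1 unnamed probe set did with the block, between Suc and Glc. Without Suc replicate 1 the count of 23 was 9, the lowest over the 12 arrays left out in turn.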

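*TPS9* fell on the arrays with Fru and Suc (log2 fold change −0.84 and −0.65, standard error 0.14) and was −0.37 with Glc. Of the genes measured by qPCR that are compared here, *MGD2* had the largest change, 1.76 with Fru (standard error 0.44, or 3.39-fold), 1.37 with Glc and 0.55 with Suc. AT5G22920, which encodes a RING-type zinc finger protein, was lower with all 3 sugars (−0.95, −1.11 and −0.83, standard error 0.29, or 2.15-fold lower with Glc). *ERF104*, an ethylene response factor, had −0.73 with Suc and −0.66 with Glc but −0.17 with Fru (standard error 0.23), and *XTH30* −0.61 with Glc (standard error 0.18).

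*PRKR*, a pyruvate kinase-related gene, had −0.99 with Fru against −0.38 with Glc and −0.42 with Suc (standard error 0.36), and *URH1*, a nucleoside hydrolase, −0.49, −0.34 and −0.31 (standard error 0.13). *MRS2.11*, a magnesium transporter gene, had −0.39, −0.49 and −0.20 with Fru, Glc and Suc. The higher genes were AT2G22080 (0.65, 0.81 and 0.32), AT3G25400 (0.46, 0.62 and 0.53) and AT3G57540, the remorin-like gene, which was highest with Glc (0.89, against 0.25 with Fru and 0.16 with Suc, standard error 0.34). Only *bZIP63* (3 sugars), *TPS9* (Fru and Suc) and AT3G25400 (Glc) passed the threshold of 0.002 in limma without the replicate block. With the block *bZIP63*, AT5G22920 and AT3G25400 passed with all 3 sugars (AT5G22920 adjusted p = 0.061 with Glc), *MGD2*, *MRS2.11* and AT2G22080 with Fru and Glc, *ERF104* and *TOR* with Glc and Suc, *TPS9* with Fru and Suc, *PRKR* and *URH1* with Fru, and *XTH30* (adjusted p = 0.11) and AT3G57540 (adjusted p = 0.057) with Glc. For the 12 genes with a printed correlation, the ratios of log2 values lay between 0.77 and 1.34, which is 0.465-fold to 3.39-fold on the linear scale. From the linear relation between both methods and the response of these genes in qPCR, the paper concludes that the arrays identified sugar-responsive genes reliably.

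**Figure D5:**
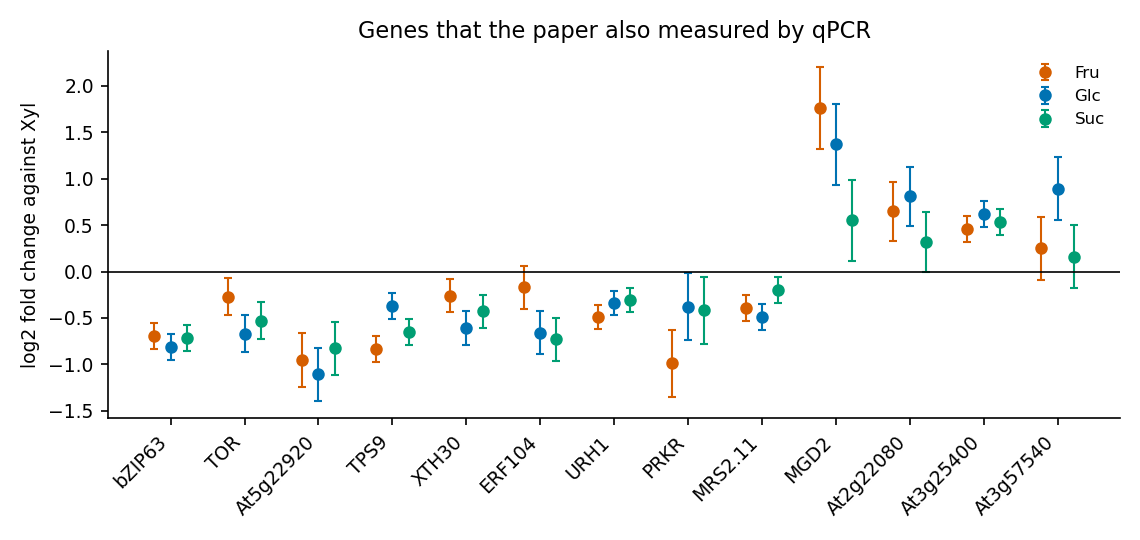
Log2 fold change on the arrays against Xyl (vertical axis) of 13 genes that the paper also measured by qPCR (horizontal axis), for Fru, Glc and Suc. Points are means of 3 arrays against 3 and lines are ± 1 standard error in limma without the replicate block. *MGD2* has the largest change, and each of the genes has the same sign with the 3 sugars.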

Overall, the qPCR analysis allowed for the identification of genes responding to either all applied sugars, or hexoses only, or Suc and Fru, or Fru only **(** **Fig. 3C** **, Fig. S7)**.

Genes responsive to all three sugars included *bZIP63* (*At5g28770*), *TOR* (*At1g50030*), *At5g22920* (encoding putative RING-type Zinc finger protein), *TPS9* (*At1g23870,* class-II trehalose-P synthase), *XTH30* (*At1g32170,* xyloglucan endotransglucosylase-related protein), *MGD2* (*At5g20410*, type-B monogalactosyl-diacyl-glycerol synthase*)*, and *ERF104* (*At5g61600*, ethylene responsive factor), the latter also Xyl-responsive **(** **Fig. 3C** **, Fig. S7)**. Some of those genes were earlier reported as sugar responsive in studies on whole plants, e.g. expression of *At5g22920* responded to Suc application in *Arabidopsis* seedlings [7] and, along with *TPS9*, to sugar availability during diurnal cycle in intact plants [4], [29]. The qPCR-identified genes responding only to Glc and Fru, but not Suc, included *At2g22080* (encoding unknown protein), *URH1* (*At2g36310*, purine hydrolyzing protein) and *PRKR* (*At3g49160*, pyruvate kinase related) **(** **Fig. 3C** **, Fig. S7)**. Both *URH1* and *At2g22080* have not been previously identified as sugar-responsive, whereas *PRKR* was shown to respond to diurnal changes in *A. thaliana* wt and *pgm1* mutant, and displaying lowest expression during high C-availablity [29]. Finally, based on qPCR analyses, one gene (*At3g25400,* encoding unknown protein) was responsive to Fru and Suc, but not Glc **(Fig. S7)**, and one gene (*At3g57540,* remorin-like) responded to Fru only **(** **Fig. 3C** **)**.

The qPCR approach allowed to verify the effects of specific sugars on expression of selected candidate genes, when compared to the microarrays. 

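On the arrays, all 21 genes of the Fru and Glc sub-group, all 10 of Suc and Fru, all 21 of Suc and Glc and all 10 of the 3 sugars changed in one direction in the sugars of their sub-group. Over all 3 sugars, whether or not a gene had passed with each, 276 of the 290 genes had one sign and 14 (4.83%) had both. The genes were selected by their change against the same 3 Xyl arrays, so these counts are no independent evidence of a shared direction. Simulated unchanged groups without the block shared the sign between Fru and Glc in 66.7% of all probe sets. The size could differ between the sugars. Between Suc and Fru, *MGD3* differed by −1.62 on the log2 scale (standard error 0.52) and *SQD1* by −0.66 (standard error 0.23), each with an unadjusted p under 0.05 but not an adjusted one (adjusted p = 0.27 and adjusted p = 0.32 with the replicate block). *bZIP63* differed by 0.11 between Fru and Glc and by −0.02 between Suc and Fru (standard error 0.14).

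Over all 22746 probe sets the log2 fold changes of Fru and Glc correlated with r = 0.60, those of Fru and Suc with r = 0.52 and those of Glc and Suc with r = 0.59, across genes, which are not independent replicates. The 3 comparisons share the Xyl arrays, and simulated unchanged groups against the same controls gave r = 0.50. The covariances were 0.0185, 0.0158 and 0.0178, against 0.0677 to 0.0685 in the simulation without the replicate block and about 0.0087 with it. With the block, 34 probe sets were higher and 41 lower with both Fru and Glc, 7 and 36 with Fru and Suc, and 15 and 37 with Glc and Suc, and 0 went in opposite directions. Without the block 3, 2 and 1 were shared in one direction, against 6.9, 6.6 and 7.0 in its simulation, in which arrays of one replicate do not vary together. The simulation with the block gave 6.1 to 6.4 per pair for both directions together, and lists independent of each other would share 0.28 to 0.54 higher and 1.0 to 1.2 lower probe sets. The Xyl arrays are too few to be split, so part of the excess with the block may come from the shared controls. Without Xyl replicate 3 the correlations were 0.85, 0.82 and 0.85, and the lowest over the arrays left out in turn were 0.38, 0.30 and 0.26 (without Fru, Suc and Glc replicate 3).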

For all genes regulated by more than one sugar, as found both by qPCR and microarrays, the effects of various sugars were always in the same direction of expression (up- or down-regulation), although the magnitude of response could differ **(** **Fig. 3C** **, Fig. S7)**. This suggested that different distinct sugar signals for those genes may converge at the transcriptional level. Alternatively, the results may also imply rapid sugar inter-conversions/metabolism, resulting in indirect effects. In addition, the results could not differentiate between possible spatial sites of sugar perception for each gene, i.e. whether outside or inside the cell, nor provide a clue about any signaling pathway transducing the sugar signal for a given gene.

### Dissecting sugar signals and perception sites with sugar analogues

Functional analysis of the signalling by distinct sugars was performed to verify whether gene expression occurred independently from the impact of the sugar molecule as an energy source, and/or resulted from its rapid inter-conversion into another sugar. Non-metabolizable sugar analogues for Glc and Suc were supplied at 1 mM for 1 h to Xyl-adapted cell suspensions. The Glc analogues included L-Glc, which cannot be efficiently transported into the cell, thus allowing for the identification of Glc signaling perceived outside of the cell [5]; and 2-deoxyglucose (2Dog) which is phosphorylated to a dead-end product by hexokinase (HXK), thus allowing for identification of genes which are regulated via a HXK-dependent pathway [1], [5]. The Suc analogues included palatinose (Pal) and turanose (Tur), with only Tur able to enter the plant cells [30], [31]. These compounds were therefore used to dissect gene responsiveness to a specific sugar and in relation to its site of perception (outside and/or inside the cells). As no effective Fru analogues have been reported, an absence of gene response to all the above-mentioned analogues could suggest a Fru-dependent gene expression. In studies with sugar analogues, mannitol was used as a control since, similarly to the analogues, it is non-metabolizable.

Among the candidate genes demonstrated by qPCR to respond to all 3 sugars, *bZIP63* and *MGD2* were responsive only to 2Dog; *XTH30* - to L-Glc; *TPS9* and *TOR* - to Tur or Pal, respectively; *At5g22920* - to 2Dog and Tur; *BT2* – to L-Glc and Tur; and *ERF104* - to none of the analogues tested **(** **Fig. 4** **, Fig. S8A)**. The results imply that expression of *bZIP63*, *MGD2* and *At5g22920* involves the action of HXK, while expression of *XTH30* and *BT2* requires an external Glc (both genes) and external Suc (*BT2* only) signal. Expression of *At5g22920* was additionally regulated through a Suc-specific pathway, which requires the uptake of Suc, as shown by the Tur effect **(** **Fig. 4** **)**. A similar Suc-pathway for regulation of gene expression can be proposed for *TPS9*, but not *TOR* expression, as the latter was affected by extracellular Suc (based on Pal effects) **(Fig. S8A)**. The fact that the analogues had no effect on expression of *ERF104* **(Fig. S8A)** suggests a putative signaling by Fru or that the gene is responsive to a downstream metabolite arisen from sugar metabolism.

**Figure 4:**
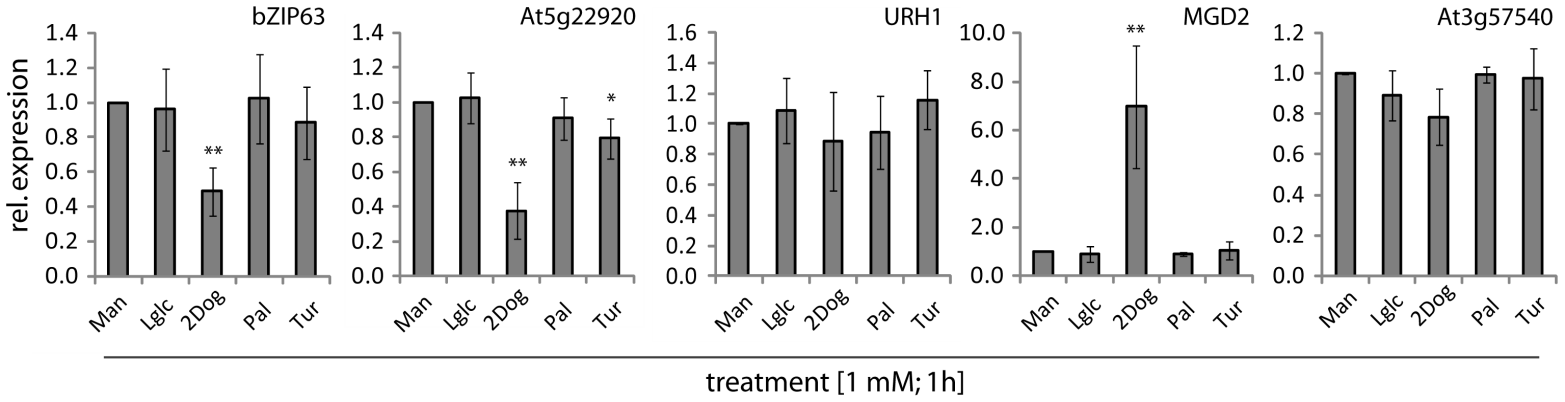
Effects of sugar analogues on expression of selected sugar-responsive genes in 7-d-old Xyl-grown *A.thaliana* cell culture. The analogues were added at 1(mannitol), L-glc (L-glucose), 2Dog (2-deoxyglucose), Pal (palatinose), Tur (turanose). Significance: *t*-test; *α = 0.05, **α = 0.01, n = 5. See also Fig. S8A for examples of other genes.

For genes found by qPCR to respond only to Glc and Fru, but not Suc, sugar analogues had no effect on expression of *URH1* **(** **Fig. 4** **)**, suggesting that the actual signaling molecule is Fru or another signal, which could not be identified with our experimental setup. A change in expression of *At2g22080* and *PRKR* was induced by 2Dog **(Fig. S8A)**, consistent with regulation through a HXK-dependent process. Unexpectedly, Pal affected *PRKR* expression **(Fig. S8A)**, in contrast to the lack of Suc effect on this gene **(Fig. S7)**. This may represent an example of a distinctive signal induction derived from the non-metabolizable sugar analogue (Pal), as reported earlier [32]. Expression of *At3g25400*, which was responsive to Fru and Suc, but not Glc **(Fig. S7)**, was affected by L-Glc and 2Dog **(Fig. S8A)**, suggesting that the Suc effect was indirect, resulting from its hydrolysis to Glc and Fru, but the true nature of the signal is unclear. Finally, *At3g57540* expression, which responded to Fru only **(** **Fig. 3C** **)**, was not affected by the analogues applied **(** **Fig. 4** **)**, suggesting a Fru-dependent pathway, similarly to *URH1*. For all genes where Fru, Glc and 2Dog affected the expression, Fru effects were likely signaled via a Fru-specific pathway, which is distinct from HXK-mediated mechanism, but feeds into the same down-stream regulation pathway [8], [33].

In addition to studies with the above-mentioned sugar analogues, we have also tested effects of 3-*O*-methylglucose (3OMG), a D-Glc analogue, which is transported into plant cells but is metabolized very slowly [34]. This compound, although at first frequently used to identify genes responding to Glc via a HXK-independent pathway (e.g. in [5]), was later proposed to be not perceived as a sugar signal by plants [34] and was ineffective in modulating the expression of over 200 Glc-responsive genes in *Arabidopsis* [35]. In our experimental setup, 3OMG at 1 mM had significant effects on expression of *MGD2*, *TOR* and *PRKR* **(Fig. S8B)**; however, the direction of expression induced by 3OMG was in all three cases opposite to the direction of sugar-induced expression for a given gene. Thus, strikingly, 3OMG behaved as a classical antagonist of Glc effect, suggesting that it interferes with a Glc perception/transduction pathway. It is unclear, however, whether those results are relevant to sugar signaling, given the controversy surrounding the effectiveness of 3OMG in truly reflecting a sugar signal in plants.

Studies with sugar analogues have demonstrated that the cells had the ability to effectively inter-convert exogenously added sugar molecules, and this concerned not only the inter-conversion of Suc to/from Glc and Fru, but also between the two hexoses. The inter-conversions occurred even though the sugars were applied at low concentration (1 mM) and for short time (1 h), i.e. conditions which apparently had little or no significant effect on internal sugar pools **(Fig. S2)**. This suggested that the active quantity of the exogenously applied sugar required to induce a change in gene expression was lower than 1 mM. Nevertheless, using a combination of treatments with a given sugar and a given sugar analogue, we were able to unequivocally pinpoint the true nature of the signalling sugar for a given gene tested. The genes responded rapidly to low concentrations of a given sugar and can, thus, be considered as part of an early response mechanism to the sugar availability for cells otherwise adapted to grow under long-term low carbon conditions.

Altogether, the functional dissection with sugar analogues allowed to identify genes that are specifically regulated not only by one sugar species (e.g. Fru, *At3g57540*), but also by two (Glc and Suc for *At5g22920*) or, for some genes, perhaps even by each of the three sugars, given that we could not unequivocally prove Fru-specific effects. The mechanisms of a given sugar signaling may also differ, with Suc or Glc sensed outside or inside of the cell, with some of the Glc effects signaled via the HXK-dependent or HXK-independent pathways. In **Table S2**, we have summarized the results of sugar- and sugar analogue-dependent expression of selected genes and have listed the identified sugar-specific gene responses and sites of sugar sensing for each gene.

### Expression of sugar-responsive genes *in planta*

To assess the biological relevancy of the use of habituated cell culture in identifying sugar-responsive genes, expression of selected genes was studied first in transgenic plants transformed with promoter-GUS reporter. GUS-expression analyses for *bZIP63*, *MRS2.11*, *URH1* and *TOR* revealed the cell/tissue/organ-specific expression patterns of each gene: *bZIP63* - in roots, cotyledon meristems and leaf vasculature, *TOR* – in meristems of both apical shoot and side roots, *MRS2.11* - mainly in leaf mesophyll cells, and *URH1* - in roots only **(** **Fig. 5** **)**. A similar distribution of GUS-expression for those genes was reported earlier [36]–[39]. The expression of the genes in whole seedlings was not restricted to one specific tissue- or cell-type, but represented a variety of tissues/cells, both autotrophic and heterotrophic. This was supported by a more detailed Genevestigator-assisted analysis of tissue-dependent expression which included - besides *bZIP63*, *MRS2.11*, *URH1* and *TOR* – also other genes that were selected for qPCR studies **(Fig. S5B)**. Thus, the identification of sugar-responsive genes in cell culture was not biased toward genes preferentially expressed in any specific type of cells/tissues.

**Figure 5:**
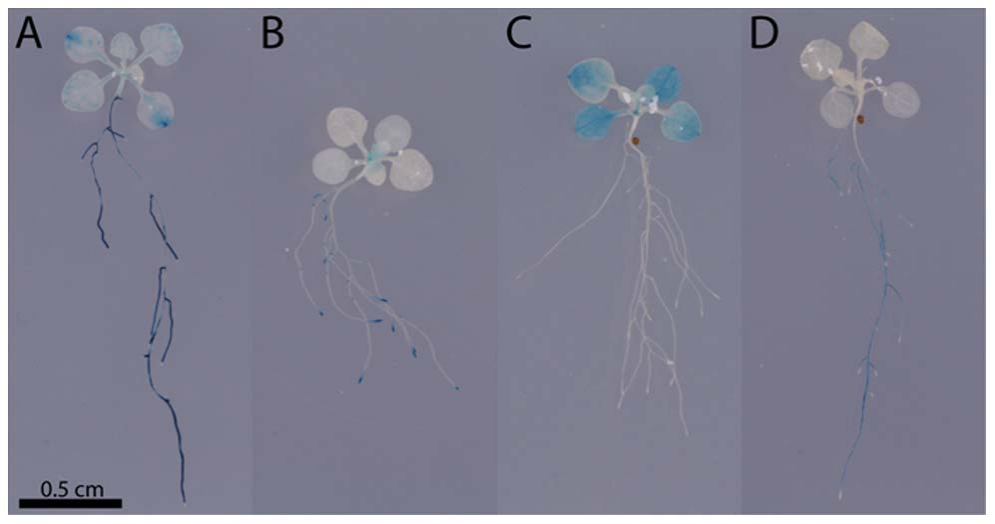
The expression of selected sugar-responsive genes *in planta* is not restricted to a specific tissue or cell type, as found by GUS expression analyses of four promoter::reporter lines for *bZIP63* (A), *TOR* (B), *MRS2.11* (C) and *URH1* (D) in 13-d-old *Arabidopsis* seedlings.

In subsequent studies, using qPCR, we assessed whether the genes identified with the cell culture system were also sugar-responsive in intact *Arabidopsis* plants which experienced changes in internal sugar concentrations. When wt plants and the starch-deficient *pgm1* mutant, both grown in the 16 h light/8 h darkness photoperiod, were exposed to a 6 h extended night conditions, the endogenous soluble sugar contents decreased in comparison to the end of light conditions **(** **Fig. 6A** **)**. Changes in sugar contents were accompanied by changes in expression of sugar-responsive genes; this was observed in both shoots and roots for both wt and *pgm1* seedlings **(** **Fig. 6B** **, Fig. S9)**. Since the *pgm1* has little or no starch **(** **Fig. 6A** **)**, the similar expression patterns of sugar-responsive genes in wt and *pgm1* plants suggested that their expression was independent of the formation of starch or the availability of starch as backup energy source. Generally, we observed little or no difference in the contents of soluble sugars between the *pgm1* mutant and wt plants **(** **Fig. 6A**). Even though these results are contrary to observations published earlier, it has been highlighted that the ratio of soluble sugar content in the *pgm1* versus wt plants is dependent on growth conditions, especially the length of the photoperiod (reviewed in [40]). In contrast to other studies, the seedlings were germinated and grown *in vitro* under long-day conditions (16 h light/8 h dark regime) which resulted in a comparable phenotype of *pgm1* and wt. In addition, the samples were harvested at an early developmental stage (after 13 days), a time point where the difference in the soluble sugar contents between *pgm1* and wt is less established.

**Figure 6:**
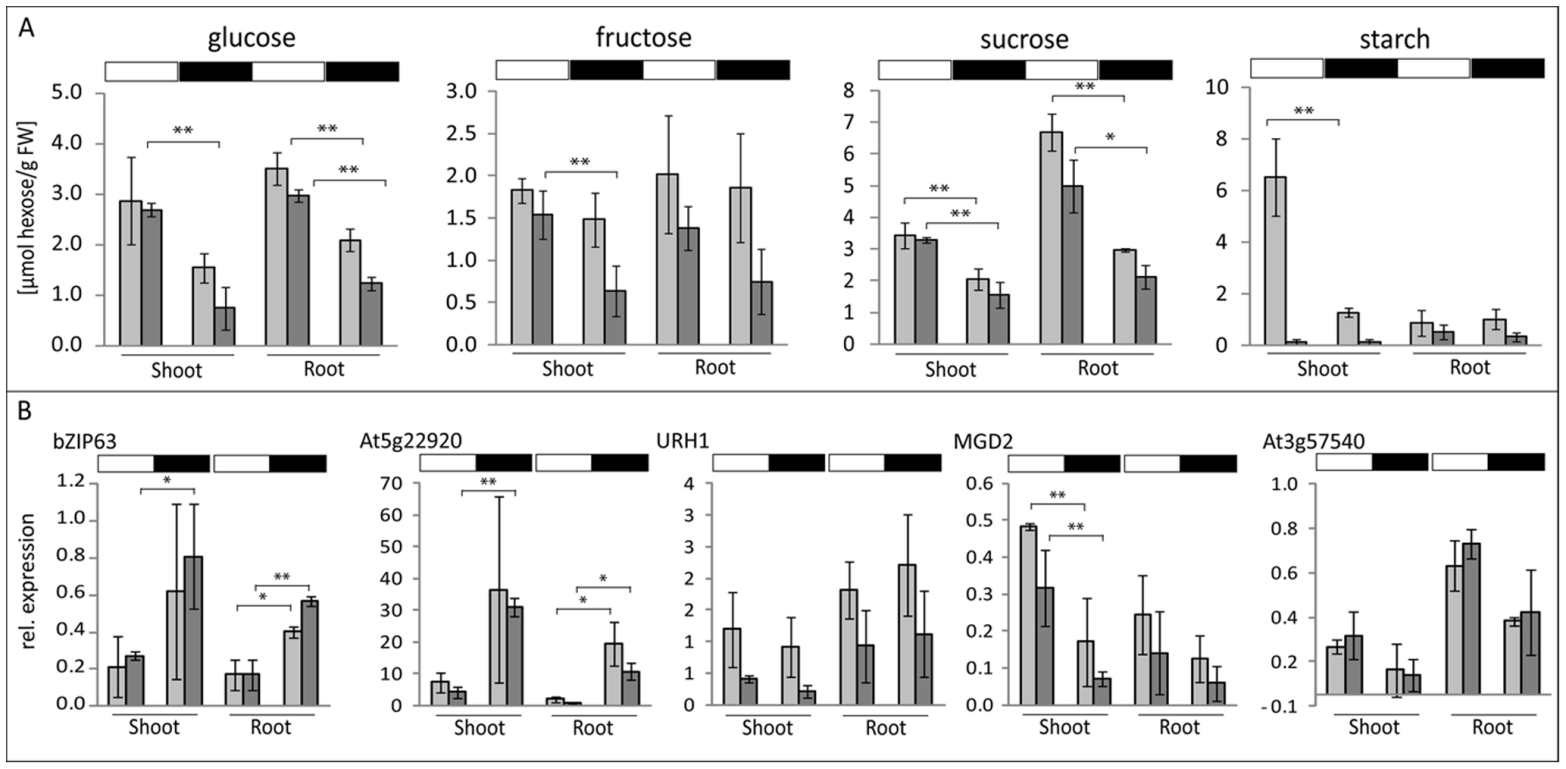
Endogenous sugar contents (A) and the expression of cell-culture-selected sugar-responsive genes (B) respond to light/dark conditions in intact plants. Shoots and roots from 13-d-old *A. thaliana* seedlings of wt (light bar) and *pgm1* (dark bar), grown at 16/8 h photoperiod, were harvested at the stages of high (end of 16 h day, white box) and low (end of 6 h extended night, black box) carbon availability. Significance: *t*-test; *α = 0.05, **α = 0.01, n = 3. See also Fig. S9 for examples of other genes.

For a given gene, the direction of the change of expression (increase or decrease) was as observed in the sugar-treated cell culture. Thus, *BT2, bZIP63, At5g22920*, and *TPS9* were significantly up-regulated by dark conditions (low sugar content), whereas *MGD2* and *MRS2.11* were up-regulated in the light (high sugar content) **(** **Fig. 6B** **, Fig. S9)**. Other tested genes, with the possible exception of *URH1*, followed the same trend, even though the results were not always statistically significant. Similar to the GUS-expression patterns observed in transgenic plants **(** **Fig. 5** **)**, the highest *MRS1* expression was in shoots, while *URH1* was mainly expressed in roots. Both *bZIP63* and *TOR* were expressed about equally in shoots and roots **(** **Fig. 6B** **, Fig. S9)**.

Overall, the results strongly suggest that the photoperiod-mediated changes in endogenous sugar contents *in planta* play a significant, if not decisive, role in regulating expression of the selected genes. The identities of effective sugars could not be inferred from those data, as contents of all sugars changed in a similar way during the light/dark conditions **(** **Fig. 6A** **)**, and we could not control sugar contents within each specific cell-type within the organ studied (shoot vs. root). However, for the first time, we can rationally infer the true identities of the effective sugars and specific sugar-signaling, based on the data obtained from the habituated cell cultures.

### Habituated cells as a model system to study sugar signalling

In plants, each cell type either produces its own sugars and/or imports them from other cells. As sugars are the main energy source and provide the backbone for all carbon-containing compounds, the proper functioning of the whole plant depends on a highly coordinated network of sugar molecules being produced and metabolized, exported and imported, both between adjacent cells and via long-distance transport through the phloem. This adds to the complexity of studies on sugar-signaling in whole plants, where each cell type or tissue may face different sugar concentrations and may have distinct cell/tissue-specific mechanisms modulating expression of sugar-responsive genes. Another difficulty concerns deciphering between the direct and indirect effects of sugars, as an increase in sugar content stimulates both auxin and ABA synthesis [28], [41], whereas sugar starvation inhibits gibberellin production [42]. In intact plants, studies on the impact of sugars and hormones in modulating gene expression have to take into account the respective weight/impact of their cross-talk in each cell/tissue-type within the organism. These limitations do not apply when using the habituated cell culture system, which is moreover highly versatile with respect to requirements for carbon source **(Fig. S1)**.

Sugar-responsiveness of a given gene depends on availability of specific sugar signal(s), but it may also depend on developmental status of different cells/tissues. In the present study, sugar-responsiveness of the identified genes, although determined within the context of a heterotrophic cell culture, was not restricted to a distinct cell, tissue or organ in whole plants **(** **Fig. 5** **, Fig. S5)**. Moreover, expression of those genes was correlated with internal changes in sugar concentration in whole plants during diurnal cycle, but the magnitude of expression was dependent on a given organ **(** **Fig. 6** **)**. This strongly suggests that the results obtained with the habituated cell culture are of high relevance to studies on sugar signaling in whole plants. Aside from other advantages, the culture represents an ideal system in which exogenous supply of specific sugar(s) and/or morphogen(s) and/or cell differentiation status can be controlled by the experimenter. The system can also be used to study effects and mechanisms of action of any other signaling compounds (e.g. a plant hormone), with or without the sugar cross-talk.

## Supporting Information

Figure S1 **Effects of various C-sources on growth of** ***A. thaliana*** **cell culture (A) and specific effects of Xyl (B) and (C) on cell length and general phenotype of the cultured cells.**
(DOCX)

Figure S2 **Effects of Suc concentration and induction time on the intracellular contents of soluble sugars in** ***A. thaliana*** **cell culture.**
(DOCX)

Figure S3 **The global gene expression response to exogenously applied sugars overlapp between** ***A.thaliana*** **cell culture and seedlings.**
(DOCX)

Figure S4 **The effect of the treatment of plant material with varying Suc and Glc concentrations on the expression of 290 identified genes (A) and of the 14 selected genes (B).**
(DOCX)

Figure S5 **Distribution of the expression of 290 identified genes (A) and of the 14 selected genes (B) in various tissues/organs.**
(DOCX)

Figure S6 **Functional classification of 290 identified genes.**
(DOCX)

Figure S7 **Defined sets of sugars trigger significant changes in gene expression of selected sugar-responsive genes in 7-d-old** ***A.thaliana*** **cell culture.**
(DOCX)

Figure S8 **Effects of sugar analogues on expression of selected sugar-responsive genes in 7-d-old Xyl-grown** ***A.thaliana*** **cell culture.**
(DOCX)

Figure S9 **The expression of cell-culture-selected sugar-responsive genes responds to light/dark conditions in intact plants.**
(DOCX)

Table S1 **Information on primer sequences used for qPCR analyses conducted within the study.**
(DOCX)

Table S2 **Summary of sugar regulation of selected genes in** ***A.thaliana*** **cell culture.**
(DOCX)

Dataset S1 **Comparison of a set of sugar responsive genes identified in the present study (habituated cell culture) with sets of genes identified for whole plants in studies by Usadel** ***et al.*** **** [4] **, Bläsing** ***et al*** **.** [25] **and Osuna** ***et al.*** **** [7] **.**
(XLSX)

## References

[1] KochKE (1996) Carbohydrate-modulated gene expression in plants. Annu Rev Plant Physiol Plant Mol Biol 47: 509–540.1501229910.1146/annurev.arplant.47.1.509

[2] RollandF, Baena-GonzalezE, SheenJ (2006) Sugar sensing and signaling in plants: conserved and novel mechanisms. Annu Rev Plant Biol 57: 675–709.1666977810.1146/annurev.arplant.57.032905.105441

[3] SmithAM, StittM (2007) Coordination of carbon supply and plant growth. Plant Cell Environ 30: 1126–1149.1766175110.1111/j.1365-3040.2007.01708.x

[4] UsadelB, BläsingOE, GibonY, RetzlaffK, HöhneM, et al (2008) Global transcript levels respond to small changes of the carbon status during progressive exhaustion of carbohydrates in *Arabidopsis* rosettes. Plant Physiol 146: 1834–1861.1830520810.1104/pp.107.115592PMC2287354

[5] JangJC, SheenJ (1994) Sugar sensing in higher plants. Plant Cell 6: 1665–1679.782749810.1105/tpc.6.11.1665PMC160552

[6] ContentoAL, KimSJ, BasshamDC (2004) Transcriptome profiling of the response of *Arabidopsis* suspension culture cells to sucrose starvation. Plant Physiol 135: 2330–2347.1531083210.1104/pp.104.044362PMC520801

[7] OsunaD, UsadelB, MorcuendeR, GibonY, BläsingOE, et al (2007) Temporal responses of transcripts, enzyme activities and metabolites after adding sucrose to carbon-deprived *Arabidopsis* seedlings. Plant J 49: 463–491.1721746210.1111/j.1365-313X.2006.02979.x

[8] LiP, WindJJ, ShiX, ZhangH, HansonJ, et al (2011) Fructose sensitivity is suppressed in *Arabidopsis* by the transcription factor ANAC089 lacking the membrane-bound domain. Proc Natl Acad Sci USA 108: 3436–3441.2130087910.1073/pnas.1018665108PMC3044370

[9] CiereszkoI, JohanssonH, KleczkowskiLA (2005) Interactive effects of phosphate deficiency, sucrose and light/dark conditions on gene expressionof UDP-glucose pyrophosphorylase in *Arabidopsis.* . J Plant Physiol 162: 343–353.1583268710.1016/j.jplph.2004.08.003

[10] VaughnMW, HarringtonGN, BushDR (2002) Sucrose-mediated transcriptional regulation of sucrose symporter activity in the phloem. Proc Natl Acad Sci U*SA* 99: 10876–10880.1214948310.1073/pnas.172198599PMC125066

[11] LloydJC, ZakhleniukOV (2004) Responses of primary and secondary metabolism to sugar accumulation revealed by microarray expression analysis of the *Arabidopsis* mutant, *pho3* . J Exp Bot 55: 1221–1230.1513305310.1093/jxb/erh143

[12] ChaudhuriB, HörmannF, LalondeS, BradySM, OrlandoDA, et al (2008) Protonophore- and pH-insensitive glucose and sucrose accumulation detected by FRET nanosensors in *Arabidopsis* root tips. Plant J 56: 948–962.1870267010.1111/j.1365-313X.2008.03652.xPMC2752219

[13] KawasakiH, MizusekiK, NishikawaS, KanekoS, KuwanaY, et al (2000) Induction of midbrain dopaminergic neurons from ES cells by stromal cell-derived inducing activity. Neuron 28: 31–40.1108698110.1016/s0896-6273(00)00083-0

[14] YamashitaJ, ItohH, HirashimaM, OgawaM, NishikawaS, et al (2000) Flk-1-positive cells derived from embryonic stem cells serve as vascular progenitor. Nature 408: 92–96.1108151410.1038/35040568

[15] ItoY, NakanomyoI, MotoseH, IwamotoK, SawaS, et al (2006) Dodeca-CLE peptides as suppressors of plant stem cell. Science 313: 842–845.1690214010.1126/science.1128436

[16] SugimotoK, GordonSP, MeyerowitzEM (2011) Regeneration in plants and animals: dedifferentiation, transdifferentiation, or just differentiation? Trends Cell Biol 21: 212–218.2123667910.1016/j.tcb.2010.12.004

[17] PesquetE, KorolevAV, CalderG, LloydCW (2010) The Microtubule-Associated Protein AtMAP70-5 regulates secondary wall patterning in *Arabidopsis* wood cells. Curr Biol 20: 744–749.2039909710.1016/j.cub.2010.02.057

[18] HruzT, LauleO, SzaboG, WessendorpF, BleulerS, et al (2008) Genevestigator V3: a reference expression database for the meta-analysis of transcriptomes. Adv Bioinf 2008: 420747.10.1155/2008/420747PMC277700119956698

[19] CarpitaNC, BrownRA, WellerKM (1982) Uptake and metabolic fate of glucose, arabinose, and xylose by *Zea mays* coleoptiles in relation to cell wall synthesis. Plant Physiol 69: 1173–1180.1666236610.1104/pp.69.5.1173PMC426380

[20] KatoA, TohoyamaH, JohoM, InouheM (2007) Different effects of galactose and mannose on cell proliferation and intracellular soluble sugar levels in *Vigna angularis* suspension cultures. J Plant Res 120: 713–9.1791769810.1007/s10265-007-0117-9

[21] StevensonCC, HarringtonGN (2009) The impact of supplemental carbon sources on *Arabidopsis thaliana* growth, chlorophyll content and anthocyanin accumulation. Plant Growth Regul 59: 255–271.

[22] StittM, GibonY, LunnJE, PiquesM (2007) Multilevel genomics analysis of carbon signalling during low carbon availability: coordinating the supply and utilisation of carbon in a fluctuating environment. Funct Plant Biol 34: 526–549.10.1071/FP0624932689382

[23] MandadiKK, MisraA, RenS, McKnightTD (2009) BT2, a BTB protein, mediates multiple responses to nutrients, stresses, and hormones in *Arabidopsis.* . Plant Physiol 150: 1930–1939.1952532410.1104/pp.109.139220PMC2719139

[24] HannahMA, HeyerAG, HinchaDK (2005) A global survey of gene regulation during cold acclimation in *Arabidopsis thaliana* . PLoS Genetics 1(2): e26 doi:10.1371/journal.pgen.0010026 1612125810.1371/journal.pgen.0010026PMC1189076

[25] BläsingOE, GibonY, GüntherM, HöhneM, MorcuendeR, et al (2005) Sugars and circadian regulation make major contributions to the global regulation of diurnal gene expression in *Arabidopsis* . Plant Cell 17: 3257–3281.1629922310.1105/tpc.105.035261PMC1315368

[26] RobagliaC, ThomasM, MeyerC (2012) Sensing nutrient and energy status by SnRK1 and TOR kinases. Curr. Opin. Plant Biol 15: 301–307.2230552110.1016/j.pbi.2012.01.012

[27] XiongY, McCormackM, LiL, HallQ, XiangC, et al (2013) Glucose-TOR signalling reprograms the transcriptome and activates meristems. Nature 496: 181–186.2354258810.1038/nature12030PMC4140196

[28] MatiolliCC, Pires TomazJ, Turqueto DuarteG, PradoFM, Del BemLE, et al (2011) The *Arabidopsis* bZIP gene *AtbZIP63* is a sensitive integrator of transient abscisic acid and glucose signals. Plant Physiol 157: 692–705.2184431010.1104/pp.111.181743PMC3192551

[29] GibonY, UsadelB, BlaesingOE, KamlageB, HoehneM, et al (2006) Integration of metabolite with transcript and enzyme activity profiling during diurnal cycles in *Arabidopsis* rosettes. BMC Genome Biol 7(8): R76.10.1186/gb-2006-7-8-r76PMC177959316916443

[30] ChandranD, ReindersA, WardJM (2003) Substrate specificity of the *Arabidopsis thaliana* sucrose transporter *AtSUC2* . J Biol Chem 278: 44320–44325.1295462110.1074/jbc.M308490200

[31] FernieAR, RoessnerU, GeigenbergerP (2001) The sucrose analogue palatinose leads to a stimulation of sucrose degradation and starch synthesis when supplied to discs of growing potato tubers. Plant Physiol 125: 1967–1977.1129937610.1104/pp.125.4.1967PMC88852

[32] SinhaAK, HofmannMG, RömerU, KöckenbergerW, EllingL, et al (2002) Metabolizable and non-metabolizable sugars activate different signal transduction pathways in tomato. Plant Physiol 128: 1480–1489.1195099610.1104/pp.010771PMC154275

[33] ChoYH, YooSD (2011) Signaling role of fructose mediated by FINS1/FBP in *Arabidopsis thaliana* . PLoS Genetics 7: e1001263.2125356610.1371/journal.pgen.1001263PMC3017112

[34] CortèsS, GromovaM, EvrardA, RobyC, HeyraudA, et al (2003) In plants, 3-*O*-methylglucose is phosphorylated by hexokinase but not perceived as a sugar. Plant Physiol 131: 824–837.1258690610.1104/pp.010538PMC166858

[35] VilladsenD, SmithSM (2004) Identification of more than 200 glucose-responsive *Arabidopsis* genes none of which responds to 3-*O*-methylglucose or 6-deoxyglucose. Plant Mol Biol 55: 467–477.1560469310.1007/s11103-004-1050-0

[36] MenandB, DesnosT, NussaumeL, BergerF, BouchezD, et al (2002) Expression and disruption of the *Arabidopsis TOR* (target of rapamycin) gene. Proc Natl Acad Sci USA 99: 6422–6427.1198392310.1073/pnas.092141899PMC122964

[37] GebertM, MeschenmoserK, SvidováS, WeghuberJ, SchweyenR, et al (2009) A root-expressed magnesium transporter of the MRS2/MGT gene family in *Arabidopsis thaliana* allows for growth in low-Mg^2+^ environments. Plant Cell 21: 4018–4030.1996607310.1105/tpc.109.070557PMC2814501

[38] JungB, FlörchingerM, KunzHH, TraubM, WartenbergR, et al (2009) Uridine-ribohydrolase is a key regulator in the uridine degradation pathway of *Arabidopsis* . Plant Cell 21: 876–891.1929337010.1105/tpc.108.062612PMC2671717

[39] WeltmeierF, RahmaniF, EhlertA, DietrichK, SchutzeK, et al (2009) Expression patterns within the *Arabidopsis* C/S1 bZIP transcription factor network: availability of heterodimerization partners controls gene expression during stress response and development. Plant Mol Biol 69: 107–119.1884148210.1007/s11103-008-9410-9PMC2709229

[40] Caspar T (1994) Genetic dissection of the biosynthesis, degradation, and biological functions of starch. In: Meyerowitz EM, Somerville CR (eds.), Arabidopsis. Cold Spring Harbor Laboratory Press. 913–936.

[41] SairanenI, NovákO, PěnčíkA, IkedaY, JonesB, et al (2012) Soluble carbohydrates regulate auxin biosynthesis via PIF proteins in *Arabidopsis* . Plant Cell 24: 4907–4916.2320911310.1105/tpc.112.104794PMC3556965

[42] PaparelliE, ParlantiS, GonzaliS, NoviG, MariottiL, et al (2013) Nighttime sugar starvation orchestrates gibberellin biosynthesis and plant growth in *Arabidopsis* . Plant Cell 25: 3760–3769.2409634310.1105/tpc.113.115519PMC3877829

# Supplementary material for: Functional Dissection of Sugar Signals Affecting Gene Expression in Arabidopsis thaliana
**Source:** PLoS One. 2014 Jun 20;9(6):e100312. doi: 10.1371/journal.pone.0100312
**Supplement:** Figure S1 — Effects of various C-sources on growth of A. thaliana cell culture (A) and specific effects of Xyl (B) and (C) on cell length and general phenotype of the cultured cells.

**
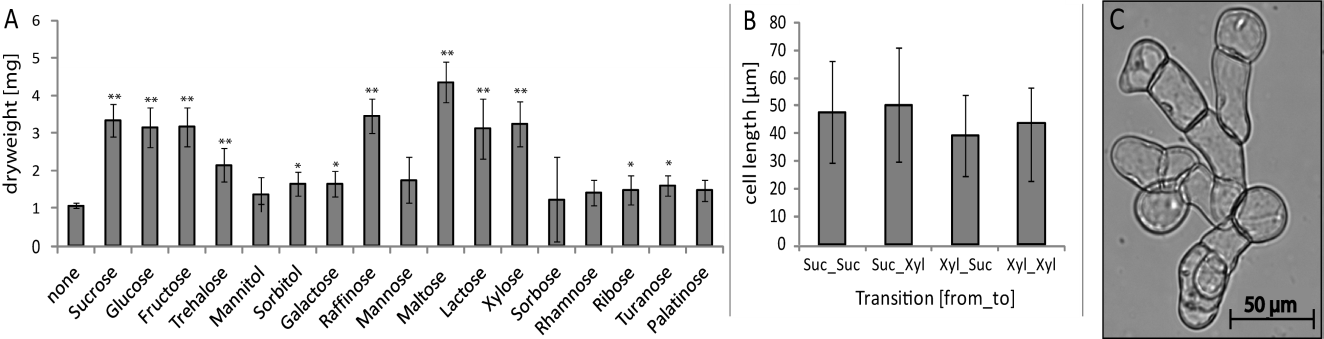
**

**Fig.S1.** Effects of various C-sources on growth of *A. thaliana* cell culture **(A)** and specific effects of Xyl **(B and C)** on cell length and general phenotype of the cultured cells. In **(A)**, the habituated Suc-grown cell culture was transferred into 1x MS media supplemented with 18 different C-sources. The increase in biomass was subsequently analyzed by measurement of the dry weight of cells within 1 ml cell suspension. Sugars which led to a significant increase in biomass were Suc, Glc, Fru, trehalose, raffinose, maltose, lactose and Xyl. In (**B)** and (**C**), cell length and general appearance (shown here for Xyl-grown cells) showed no significant differences between Xyl- and Suc-grown cells. In all cases, error bars represent the standard deviation calculated from 3 biological repeats. Significance: *t*-test; * α=0.05, ** α=0.01.

# Supplementary material for: Functional Dissection of Sugar Signals Affecting Gene Expression in Arabidopsis thaliana
**Source:** PLoS One. 2014 Jun 20;9(6):e100312. doi: 10.1371/journal.pone.0100312
**Supplement:** Figure S2 — Effects of Suc concentration and induction time on the intracellular contents of soluble sugars in A. thaliana cell culture.

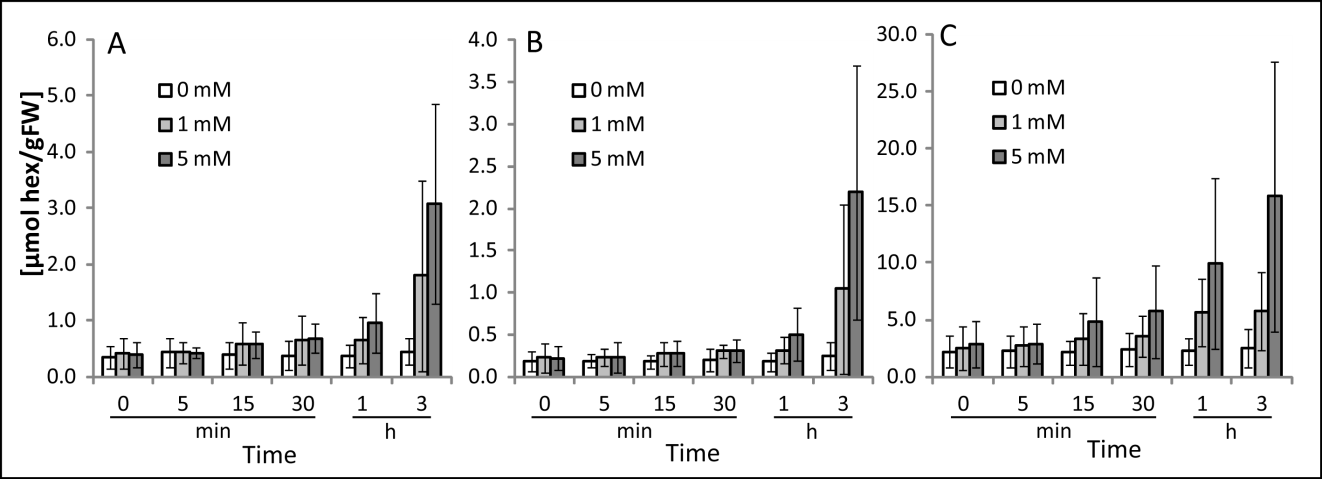

**Fig.S2**. Effects of Suc concentration and induction time on the intracellular contents of soluble sugars in *A.thaliana* cell culture. The induction of 7-d-old Xyl-grown cell culture with 0, 1 and 5 mM Suc for 0, 5, 15, 30 min and 1 and 3 h led to detectable increases of internal concentrations of Glc **(A)**, Fru **(B)** and Suc **(C)** after 1 to 3 h. After 3 h of induction, there were significant differences between 0 and 5 mM Suc treatment. Error bars represent standard deviation of 5 biological repeats.

# Supplementary material for: Functional Dissection of Sugar Signals Affecting Gene Expression in Arabidopsis thaliana
**Source:** PLoS One. 2014 Jun 20;9(6):e100312. doi: 10.1371/journal.pone.0100312
**Supplement:** Figure S3 — The global gene expression response to exogenously applied sugars overlapp between A.thaliana cell culture and seedlings.

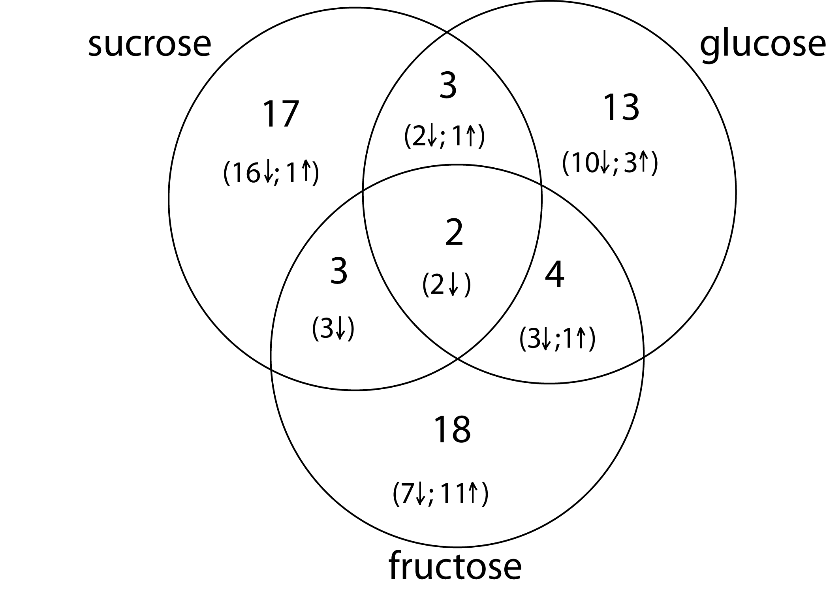

**Fig. S3**. The global gene expression response to exogenously applied sugars overlapp between *A.thaliana* cell culture and seedlings. Comparing the genes identified in this study with the genes identified by Osuna *et al.* (2007) revealed an overlap of 60 genes. Among those were genes responsive to each one of the 7 sub-sets: Suc/Glc/Fru, Suc/Glc, Glc/Fru, Suc/Fru, Glc, Suc, or Fru.

# Supplementary material for: Functional Dissection of Sugar Signals Affecting Gene Expression in Arabidopsis thaliana
**Source:** PLoS One. 2014 Jun 20;9(6):e100312. doi: 10.1371/journal.pone.0100312
**Supplement:** Figure S4 — The effect of the treatment of plant material with varying Suc and Glc concentrations on the expression of 290 identified genes (A) and of the 14 selected genes (B).

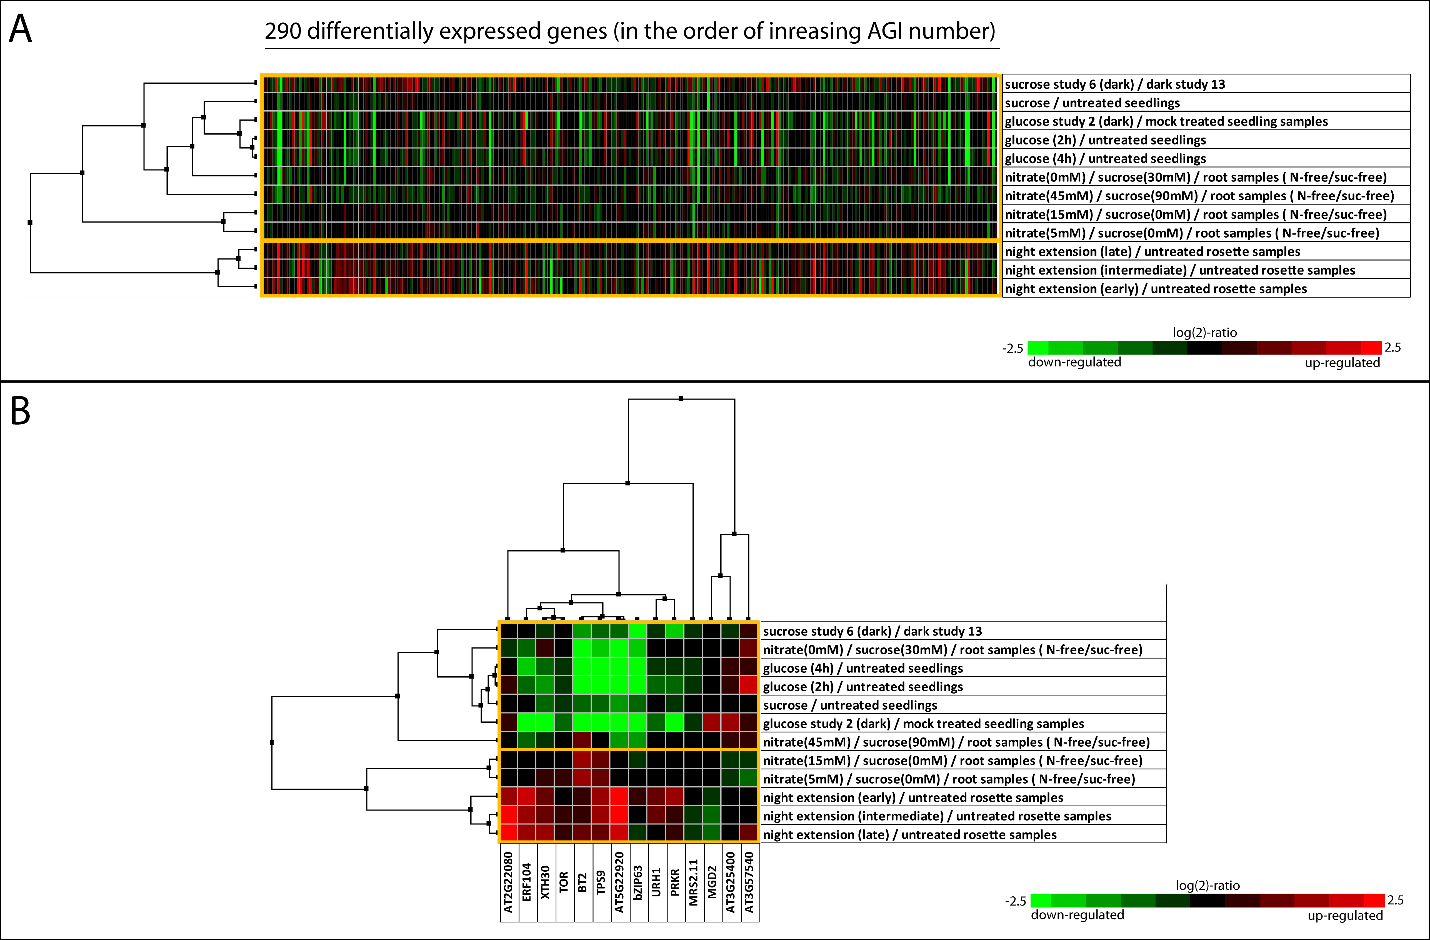

**Fig. S4.** The effect of the treatment of plant material with varying Suc and Glc concentrations on the expression of 290 identified genes **(A)** and of the 14 selected genes **(B)**. The analysis was conducted with Genevestigator using hierarchical clustering based on the Pearson correlation of the expression profiles (represented as log(2)-ratios). The following experiments were selected: AT-0006; 0014; 0015; 0056; 0133; 0199; 0209; 0281; 0639; 0650. Only data from wt samples were used.

# Supplementary material for: Functional Dissection of Sugar Signals Affecting Gene Expression in Arabidopsis thaliana
**Source:** PLoS One. 2014 Jun 20;9(6):e100312. doi: 10.1371/journal.pone.0100312
**Supplement:** Figure S5 — Distribution of the expression of 290 identified genes (A) and of the 14 selected genes (B) in various tissues/organs.

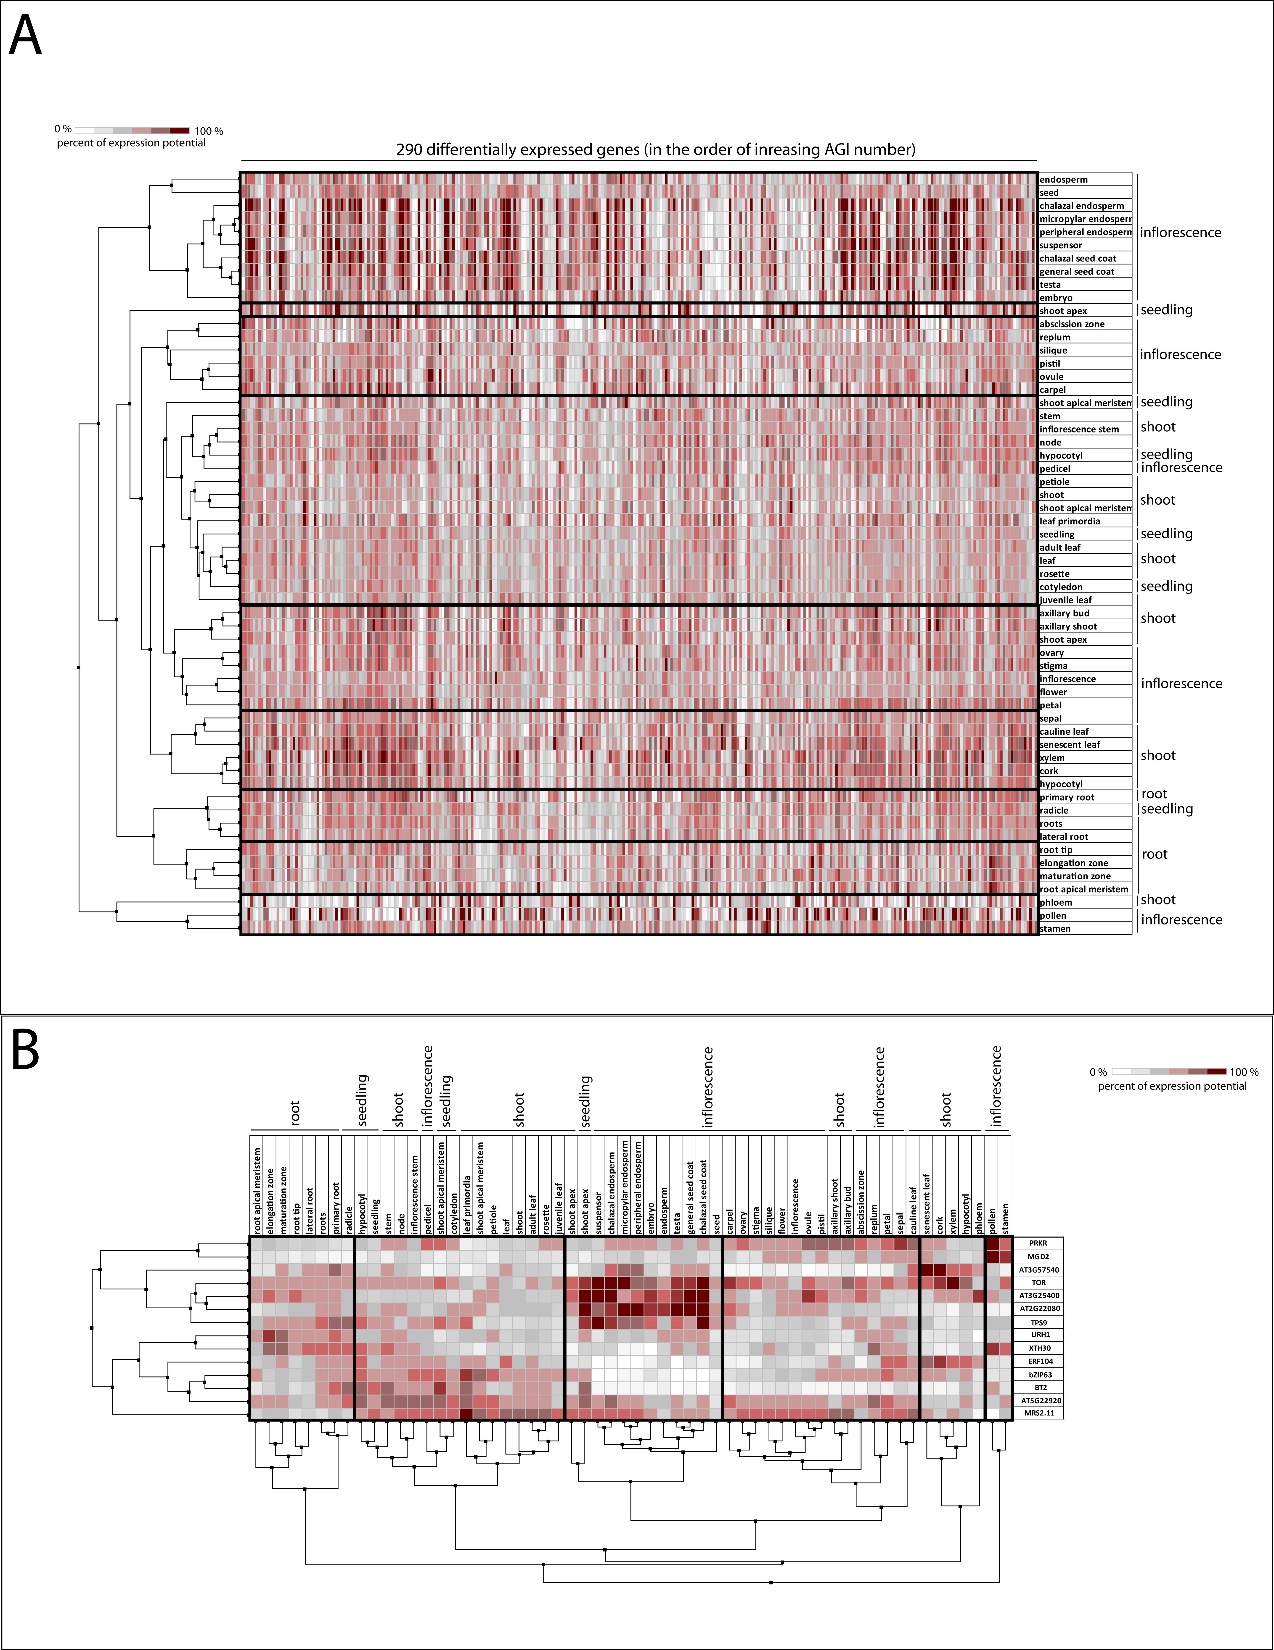

**Fig. S5.** Distribution of the expression of 290 identified genes **(A)** and of the 14 selected genes **(B)** in various tissues/organs. The analysis was conducted with Genevestigator using hierarchical clustering based on the Pearson correlation of the expression profiles.

# Supplementary material for: Functional Dissection of Sugar Signals Affecting Gene Expression in Arabidopsis thaliana
**Source:** PLoS One. 2014 Jun 20;9(6):e100312. doi: 10.1371/journal.pone.0100312
**Supplement:** Figure S6 — Functional classification of 290 identified genes.

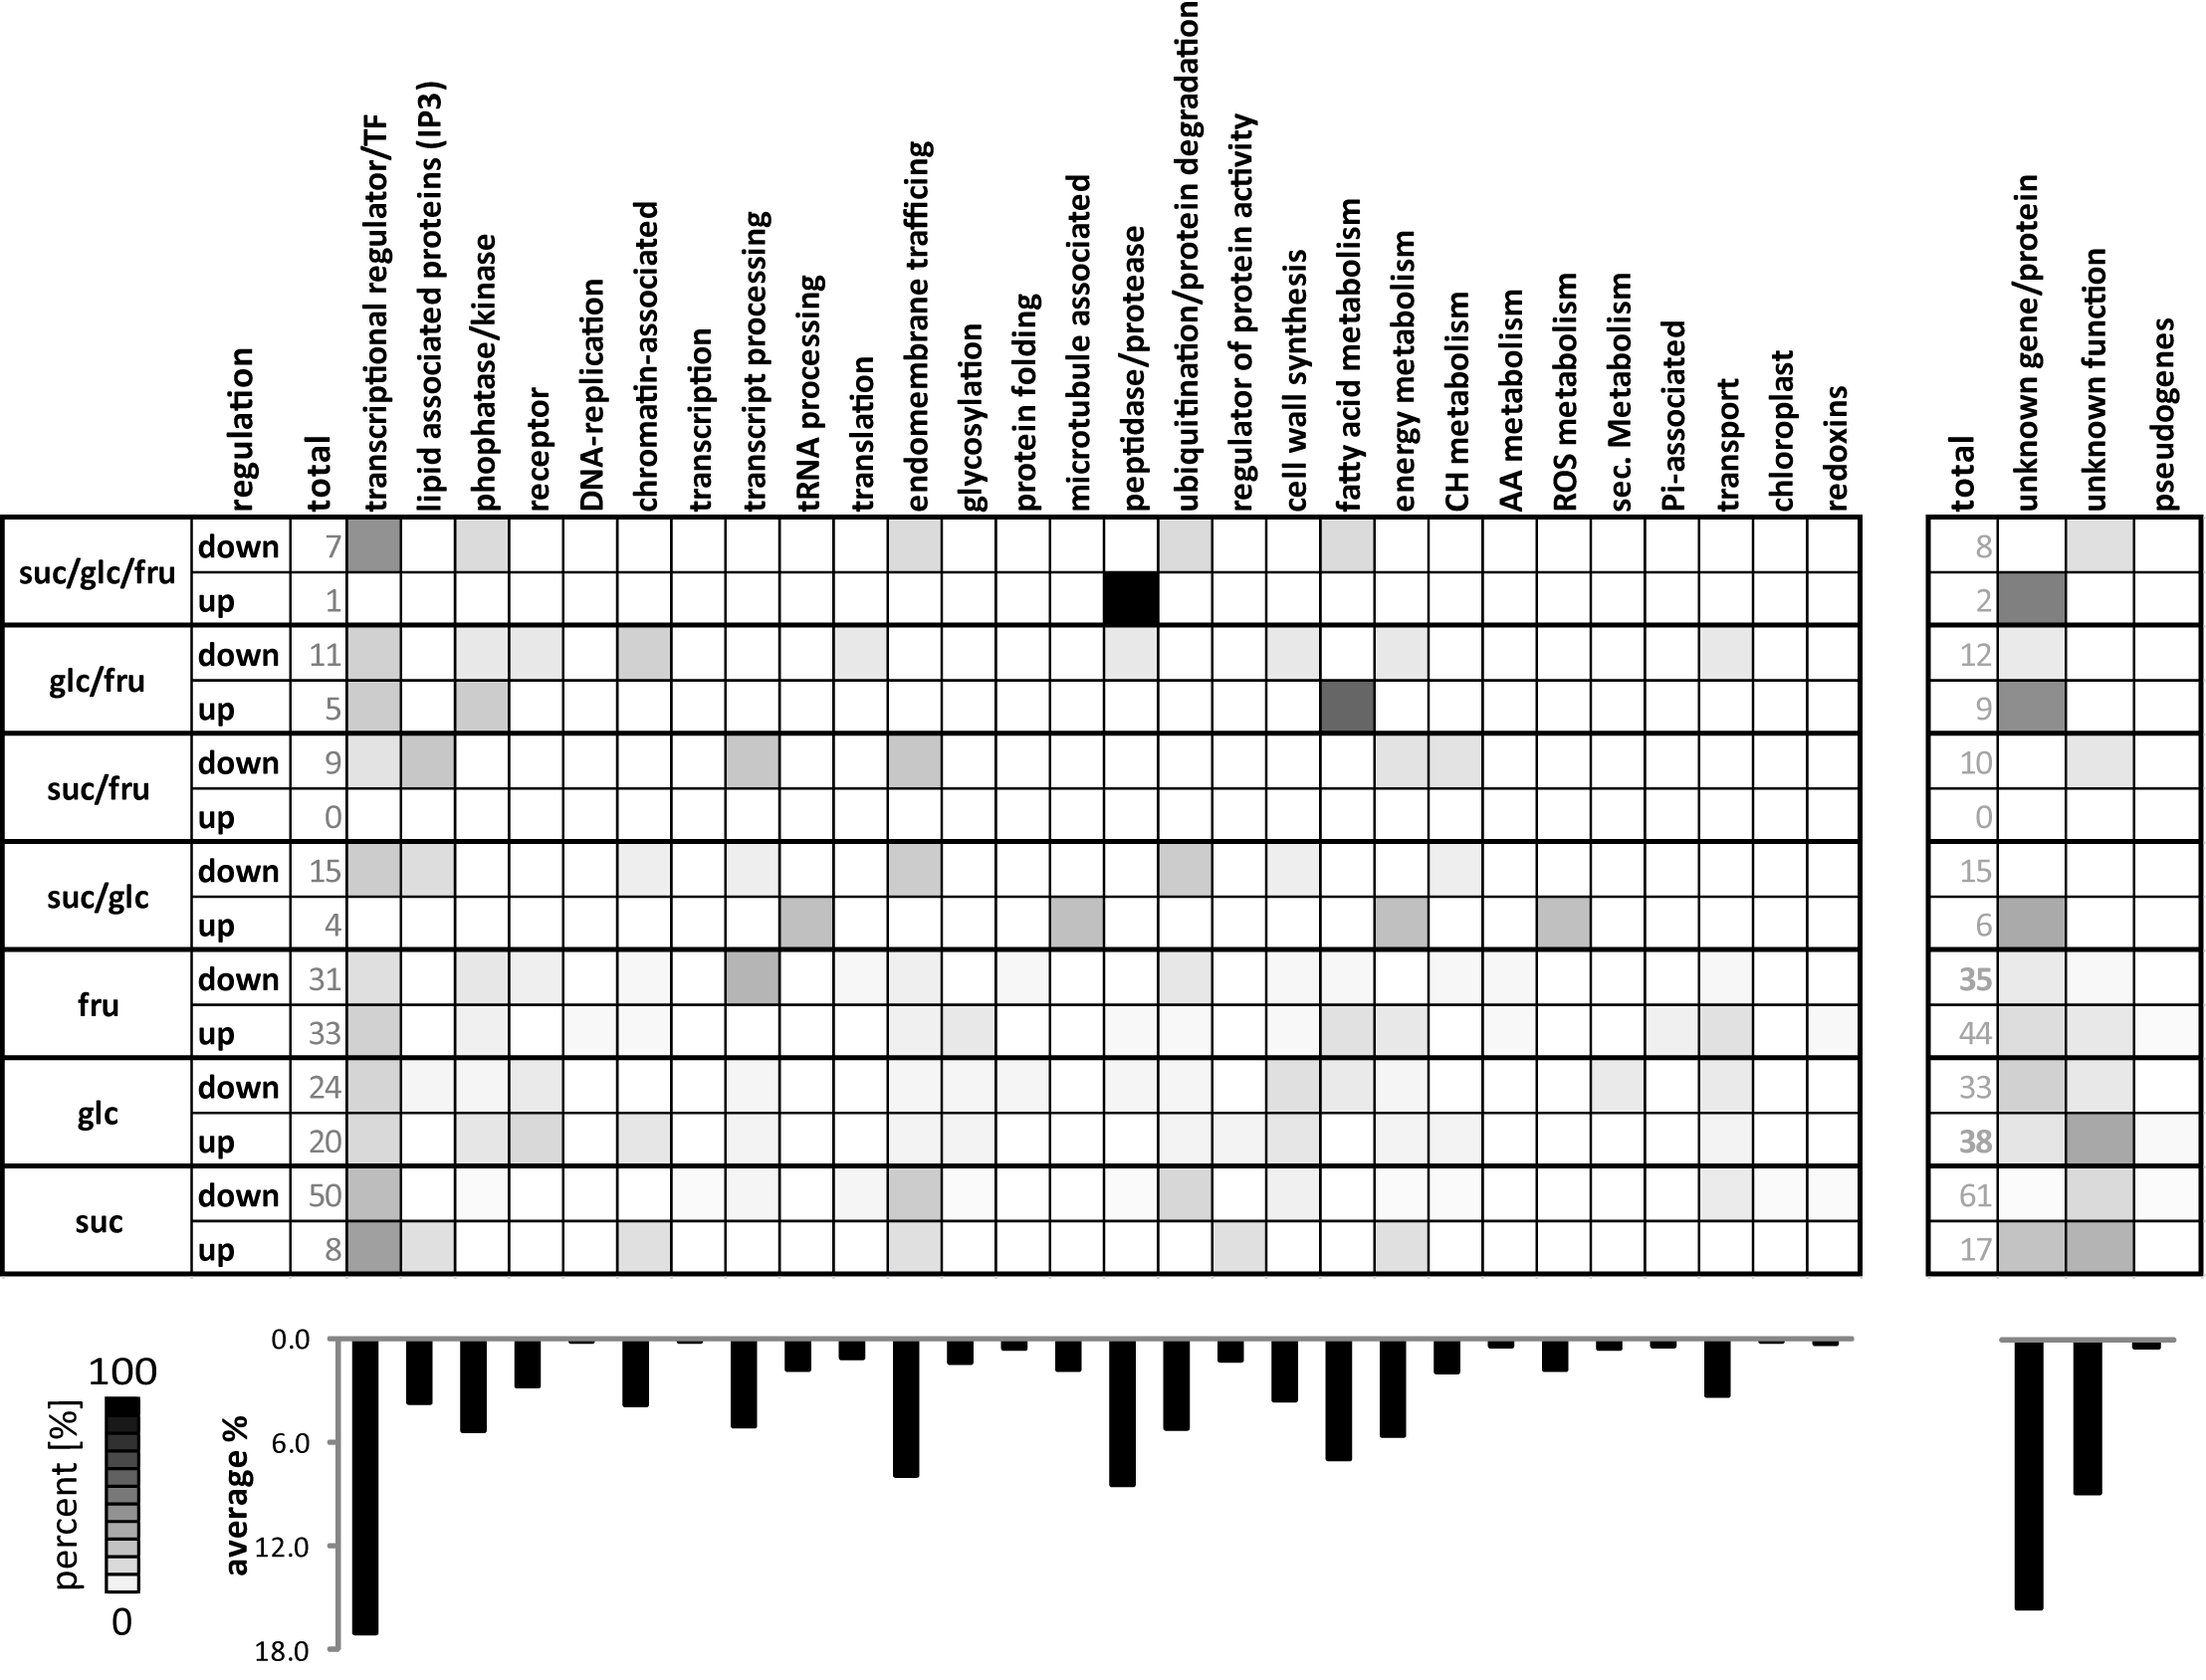

**Fig.S6.** Functional classification of 290 identified genes. Based on GO annotation and literature knowledge, the 290 genes were divided into functional classes. The percentage of appearance of genes in each class was calculated based on the total amount of genes within one sub-group (excluding the unknown and pseudogenes).

# Supplementary material for: Functional Dissection of Sugar Signals Affecting Gene Expression in Arabidopsis thaliana
**Source:** PLoS One. 2014 Jun 20;9(6):e100312. doi: 10.1371/journal.pone.0100312
**Supplement:** Figure S7 — Defined sets of sugars trigger significant changes in gene expression of selected sugar-responsive genes in 7-d-old A.thaliana cell culture.

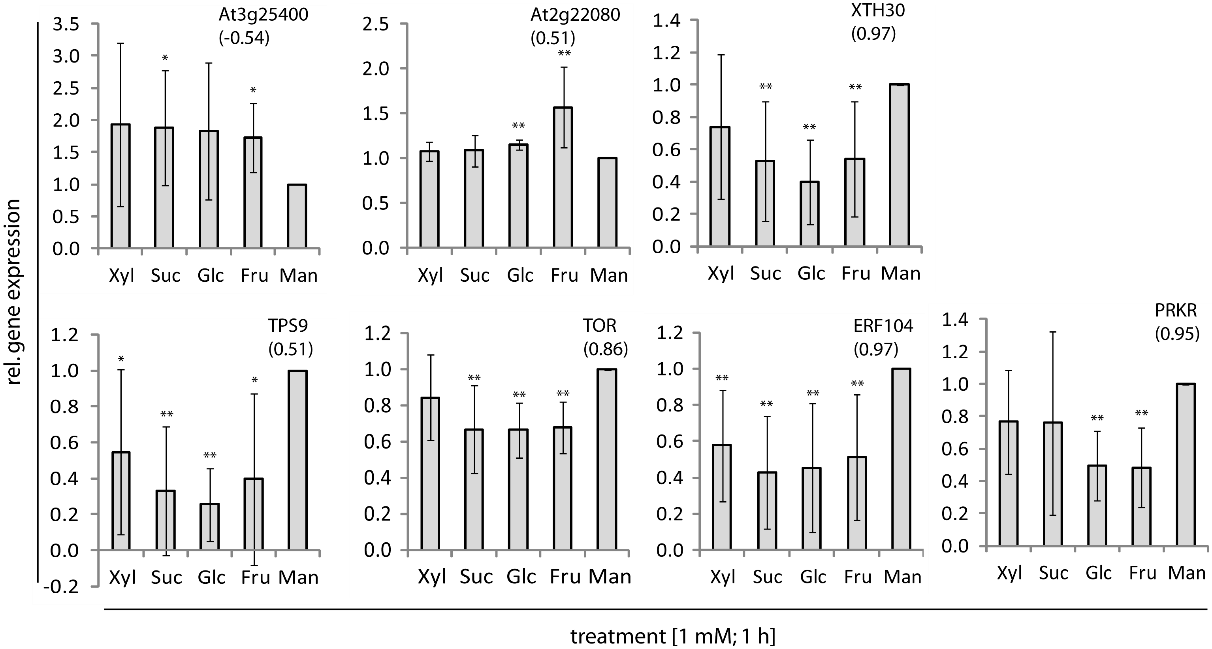

**Fig. S7**. Defined sets of sugars trigger significant changes in gene expression of selected sugar-responsive genes in 7-d-old *A.thaliana* cell culture. qPCR analysis of the expression of selected genes in response to Suc, Glc, Fru, Xyl and mannitol (Man) showed a sugar species-dependent regulation in response to Suc/Glc/Fru (*ERF104*, *XTH30*, *TPS9, TOR*), Glc/Fru (*At2g22080*, *PRKR*) and Suc/Fru (*At3g25400*). The numbers in parentheses indicate the correlation between the gene expression profile measured by the microarray and qPCR analysis. Significance: *t-*test; * α=0.05, ** α=0.01, n=8. See also **Fig.2B** and **Fig.3C** for examples of other genes.

# Supplementary material for: Functional Dissection of Sugar Signals Affecting Gene Expression in Arabidopsis thaliana
**Source:** PLoS One. 2014 Jun 20;9(6):e100312. doi: 10.1371/journal.pone.0100312
**Supplement:** Figure S8 — Effects of sugar analogues on expression of selected sugar-responsive genes in 7-d-old Xyl-grown A.thaliana cell culture.

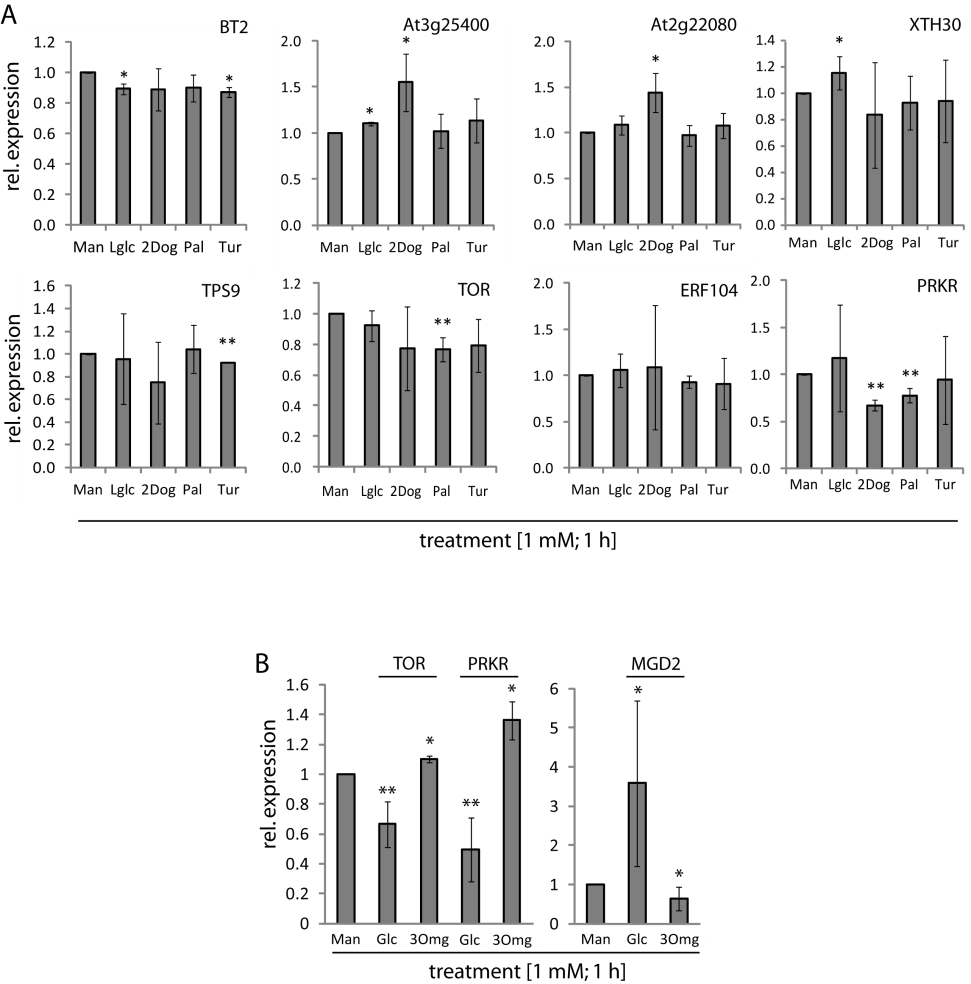

**Fig.S8.** Effects of sugar analogues on expression of selected sugar-responsive genes in 7-d-old Xyl-grown *A.thaliana* cell culture. **(A)** Effects of L-Glc, 2Dog, Pal and Tur (see also **Fig.4** for examples of other genes tested with those analogues). **(B)** Effects of 3OMG on expression of *TOR*, *PRKR* and *MGD2*. Man (mannitol), Lglc (L-Glc), 2Dog (2-deoxyglucose), Pal (palatinose), Tur (turanose), 3Omg (3-*O*-methylglucose). Significance: t-test; * α=0.05, ** α=0.01, n=5.

# Supplementary material for: Functional Dissection of Sugar Signals Affecting Gene Expression in Arabidopsis thaliana
**Source:** PLoS One. 2014 Jun 20;9(6):e100312. doi: 10.1371/journal.pone.0100312
**Supplement:** Figure S9 — The expression of cell-culture-selected sugar-responsive genes responds to light/dark conditions in intact plants.

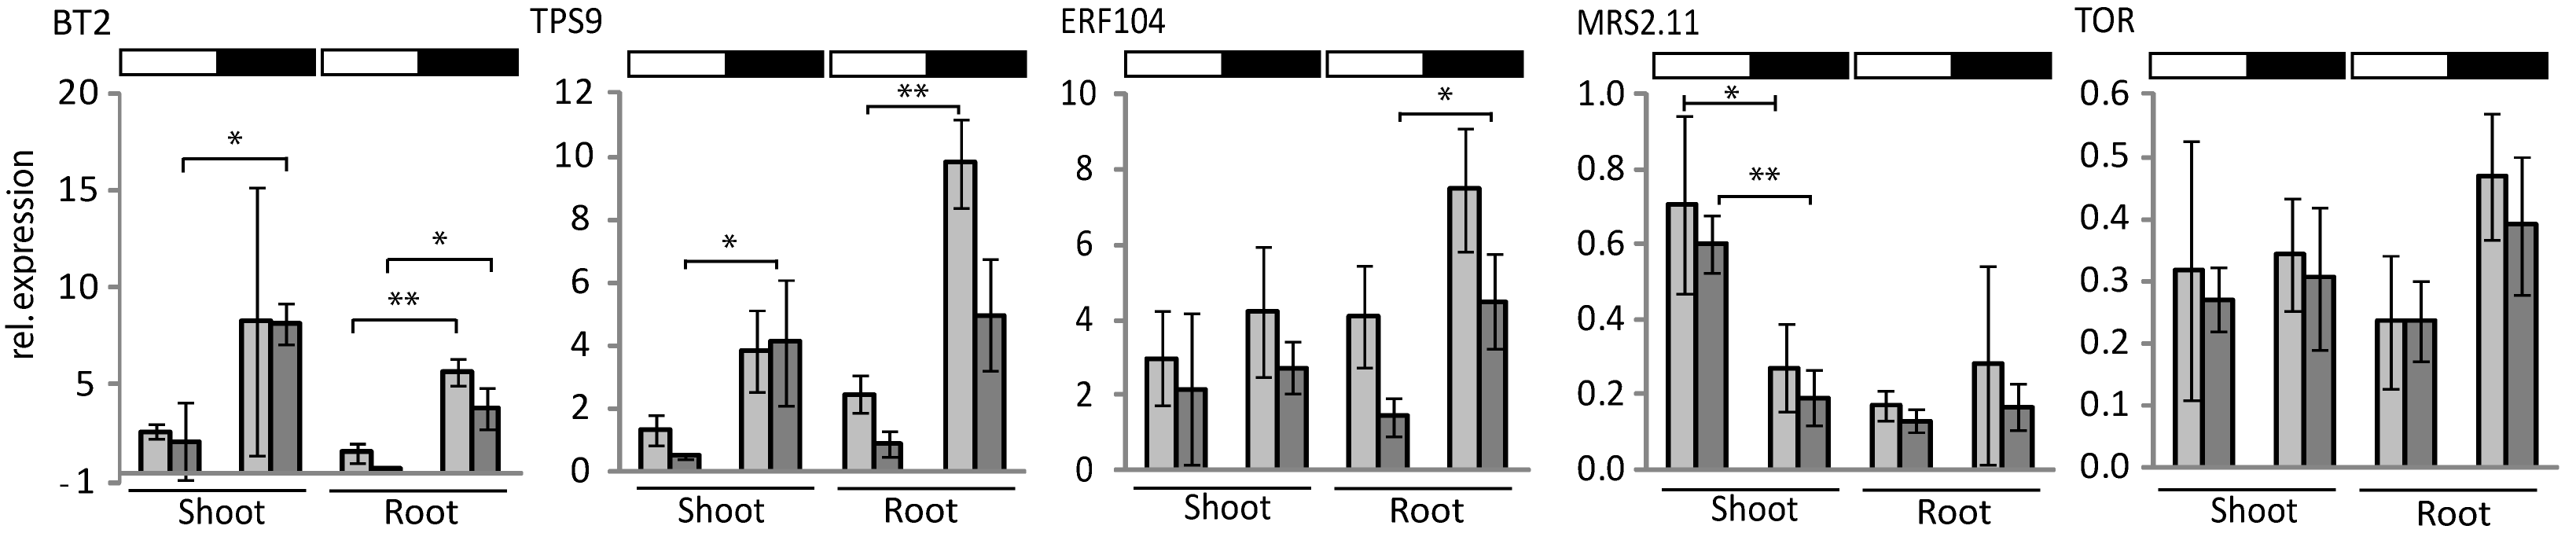

**Fig. S9.** The expression of cell-culture-selected sugar-responsive genes responds to light/ dark conditions in intact plants. Shoots and roots from 13-day-old *A. thaliana* seedlings of wt (light bar) and *pgm1* (dark bar), grown at 16/8 h photoperiod, were harvested at the stages of high (end of 16 h day, white box) and low (end of 14 h extended night, black box) carbon availability. Significance: *t-*test; *α=0.05, **α=0.01, n=3. See also **Fig.6B** for examples of other genes.

# Supplementary material for: Functional Dissection of Sugar Signals Affecting Gene Expression in Arabidopsis thaliana
**Source:** PLoS One. 2014 Jun 20;9(6):e100312. doi: 10.1371/journal.pone.0100312
**Supplement:** Table S2 — Summary of sugar regulation of selected genes in A.thaliana cell culture.

**Table S2**: Summary of sugar regulation of selected genes in *A.thaliana* cell culture. All sugars and sugar analogues were applied to the culture at 1 mM concentrations for 1 h.

**__________________________________________________________________________________**

**Effect of added sugar**

**Gene Fru D-Glc Suc Effective analogue Sugar-specific effect confirmed**

**_____________________________________________________________________________________**

*bZIP63*  ++ ++ ++ 2Dog Glc (HXK)

*At5g22920*  ++ ++ ++ 2Dog & Tur Glc (HXK) & Suc

*URH1* ++ ++ - none Unclear

*MGD2** ++ + + 2Dog Glc (HXK)

*At3g57540* ++ - - none Fru

*At3g25400* + - + L-Glc & 2Dog Unclear

*At2g22080* ++ ++ - 2Dog Glc (HXK)

*XTH30* ++ ++ ++ L-Glc Glc**

*TPS9* + ++ ++ Tur Suc

*TOR** ++ ++ ++ Pal Suc**

*ERF104* ++ ++ ++ none Unclear

*PRKR** ++ ++ - 2Dog & Pal Glc (HXK)

*BT2 ++ ++ ++* L-Glc & Tur Glc** & Suc

__________________________________________________________________________________

*Genes affected by 3OMG; its addition induced expression in the opposite direction than with sugars.

**Extracellular sensing

“Sugar-specific effects” were rationalized mostly from the effects of sugar analogues. Since we did not have Fru analogue, Fru effects could reflect **(i)** a Fru-specific pathway, responding either to Fru or some Fru-derived metabolite; or **(ii)** being an indirect result of some internal metabolism of Fru to Glc and Suc. In most cases, we could not distinguish between those possibilities. However, for *At3g57540* gene, the effect of Fru must reflect a Fru-specific pathway or a pathway specifically sensing a Fru-derived metabolite. For all genes studied, Suc effects, unless confirmed by Tur or Pal treatments, were likely indirect, resulting from limited Suc hydrolysis to Glc and Fru (see **Fig.S2**). For both *URH1* and *ERF104*, sensing of sugars likely occurs via a HXK-independent pathway, but other details are unknown. In the Table, we indicated (by a single star) genes whose expression was affected by 3OMG, but – given controversy as to whether 3OMG is sensed as sugar in plants (see the manuscript) - those results were not taken into account in the “Sugar-specific effect confirmed” panel. 2Dog, 2-deoxyglucose; 3OMG, 3-*O*-methylglucose; Pal, palatinose; Tur, turanose.

How the deposited data were processed for this re-analysis (not part of the article)

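Affymetrix ATH1 arrays measured RNA from 12 samples of Xyl-grown *A. thaliana* cell culture, 3 for each of 1 mM Fru, Glc, Suc and Xyl given for 1 h. The paper calls the 3 samples of a treatment independent replicates. The authors deposited log2 RMA values of 22810 probe sets per array, made by background correction, quantile normalization between arrays and summarising of the probes. The submitters' processing notes name Affymetrix Expression Console, RMA and limma, and their versions are not given in the sources used here. The authors also deposited a table of 6 comparisons with log2 fold changes and p-values, whose design is not given in the sources used here. Its p-values equal those of limma with the replicate number as a random block within 5e-10 (correlation within replicates 0.611), while the paper's methods name Student's t-test. Its log odds score was deposited with it and was not used. The ratios of Dataset S1 are the paper's own and were read from its supplement.

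From the deposited log2 values, each sugar was compared with Xyl, and the sugars with one another, in limma 3.58.1 (R 4.3.3), with 1 fit over the 4 groups, no block and 8 residual degrees of freedom. The 64 control probe sets were left out, which left 22746. Probe sets were called at the unadjusted threshold of 0.002 of the paper's methods and at a Benjamini-Hochberg adjusted p under 0.05. Where a table is said to name a probe set, it is the platform's annotation, with gene names, gene lengths and chromosomes from a reference table of the assembly TAIR10.1. The array files name no assembly, so no coordinates are given. Of the 13513 probe sets with 1 gene, 13415 had a chromosomal gene identifier. Each gene of Dataset S1 was matched to the probe set whose 3 ratios differed by no more than 1e-05 (the next best differed by at least 0.000343). Of the matches, 148 had the name of the platform's annotation, 2 another name and 140 no single identifier there, and 11 entries of Dataset S1 pair genes. No value column was left unassigned to a sample.

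The replicate numbers are those of the sample labels. Deviations from the group means correlated in all 18 pairs of arrays with the same number (r from 0.772 to 0.938, median 0.868), and the methods describe culture divided between flasks before treatment. Values with the replicate number as a block (6 residual degrees of freedom, 133 probe sets past the threshold between Suc and Fru against 1 without it) are given where they change a call. A check on simulated data changed 200 of 22746 probe sets in the comparison of Suc with Xyl. At a log2 change of 0.5, 1 and 2, 28.4%, 61.2% and 89.4% of the changed probe sets passed the threshold of 0.002 without the block, and 74.6%, 98.5% and 100% with it. Of the unchanged probe sets, 1 passed without the block and 45 with it, and 0 and 9 had an adjusted p under 0.05 in limma.

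Genes named in the text were chosen by a rule set before the data were examined: the genes that the paper's text names, the 10 largest rises and falls per sugar past the threshold with arrays that do not overlap, up to 4 members of each gene list per comparison, and the highest and lowest ratio of Dataset S1. The values of Dataset S1 had been seen then. Of 23 gene lists set before the data were examined, 10 had 3 or more members named by the platform's annotation and were tested with camera (preset correlation 0.01, Benjamini-Hochberg over 60 tests), with an estimated correlation and fry beside it. Plastid genes were taken by the reference's plastid chromosome and mitochondrial genes by symbol. A list of ribosomal proteins was not analysed here for want of an annotation. The lists of nitrate assimilation, cell cycle and xylem had 1 named member each, those of root hairs and the proteasome 2 each and that of heat shock 0, and they were not tested.

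Alternatives set before the data were examined were the block, Student's t-test, unequal variances, the linear scale, fits of 6 arrays, a trended and robust variance, array weights, a filter on dim probe sets, 2 other normalizations, probe sets specific to 1 gene, each array left out and the authors' deposited p-values. Student's t-test was unpaired and on log2 values, a form that the paper's methods do not state, and a test of the ratios was not run. A random block, the arrays without replicate 3, the gene lists without each array, the gene lists with the block combined with an estimated correlation or fry, gene length in place of transcript length and the rule for organelle genes were chosen after seeing the data. The longest coding sequence as a measure of length was not run, since no such lengths were used here. Arrays give no read depth, and precision rests on 3 arrays per sugar.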

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

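The test of organelle labelling was chosen after the result was seen, as was the rule that took plastid and mitochondrial genes from the reference. The other tests here were set before their results.

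Transcripts of the plastid genome, which the paper does not report on, were lower with Suc. The median log2 change of 69 plastid probe sets was −0.38 against Xyl (52 lower, 17 higher) and −0.35 against Glc (55 lower, 14 higher), with camera's adjusted p = 8.7e-20 and adjusted p = 9.1e-30 (adjusted p = 3.7e-11 and adjusted p = 4.1e-18 with the replicate block). With an estimated correlation adjusted p = 0.17 and adjusted p = 0.13, so the calls rest on the preset one. Adjusted over the list alone, 2 and 22 members passed without the block and 26 and 33 with it. Against Xyl, *psaB* of photosystem I had −1.69, *petA* (cytochrome f) −1.47, *atpA* (an ATP synthase subunit) −1.42 and *rbcL* (the large Rubisco subunit) −0.77. The members did not all move together. Among the 17 higher, *psaA*, also of photosystem I, had 0.10, *psbJ* 0.42, *psbF* 0.37 and *psbE* 0.34. The median fall stood in all 3 replicates (−0.29, −0.33 and −0.53). With Fru the median was −0.21 against Xyl (adjusted p = 7.5e-09, adjusted p = 0.48 with an estimated correlation), with replicates at −0.20, 0.16 and −0.74, and with Glc 0.08 (adjusted p = 0.098). Fru lay below Glc (median −0.37, adjusted p = 6e-17, adjusted p = 0.20 with an estimated correlation), with replicates at −0.14, 0.07 and −0.96. Suc lay below Fru (median −0.16, adjusted p = 0.0031, adjusted p = 0.83 with an estimated correlation), with replicates at −0.17, −0.39 and 0.20. Without Fru replicate 2 this last median turned to the other side (adjusted p = 0.73).

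Technical sources of the lower plastid transcripts were weighed, and none could be excluded. Degraded RNA would raise the 3′ over the 5′ control probe sets, and that difference was −0.02 between Suc and Xyl (standard error 0.02). This is the mean of 4 controls of actin and GAPDH, which ranged from −0.17 to 0.08. It argues against a general degradation with Suc but does not measure plastid RNA. Normalization between arrays was checked on other probe sets of like level, and the median of 1339 such probe sets changed by 0.00 (standard error 0.01). Quantile normalization holds such a median steady whatever the cause, so this value cannot decide. Labelling of organelle RNA that differed between arrays stays open, since 16 mitochondrial probe sets changed by −0.07 in the mean of the 3 replicates (−0.14, 0.12 and −0.18, standard error 0.09), members that went both ways (SD 0.31), and cannot be told apart from an effect of Suc on plastid transcripts, which remains a hypothesis.

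The mitochondrial list gave no call against Xyl with Suc (median −0.15, adjusted p = 0.23) nor against Glc without the block (adjusted p = 0.050), and a call against Glc with the replicate block (adjusted p = 0.0033, adjusted p = 0.68 with the block and an estimated correlation).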

How the results depend on the processing

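The random block, the gene lists without each array, the gene lists with the replicate block combined with an estimated correlation or with fry, and the arrays without replicate 3 were chosen after seeing the data.

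Signal on 3 arrays per sugar limits precision. Of 303 values of 101 named genes, 36 passed the threshold of 0.002. With the replicate block, 239 values kept their side of the threshold, 1 no longer passed and 63 came to pass. Direction was counted as turned only for values that passed in the main fit or in the alternative. Over all settings, 7175 values of named genes and 977 of gene lists kept their side of the threshold. Another 426 and 73 no longer passed, 262 and 28 came to pass, and 0 and 2 turned. Those 2 were the mitochondrial list with Glc against Xyl without Xyl replicate 2 (adjusted p = 0.028; over the arrays left out, 0.0027 without Xyl replicate 3 to 0.71 without Glc replicate 3) and the plastid list with Suc against Fru without Fru replicate 2 (adjusted p = 0.73, the highest; lowest 5.1e-19 without Fru replicate 3). The cause was not tested for any value here, apart from the smaller number of arrays or probe sets where some were left out.

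At an adjusted p under 0.05, limma gave 0 in each comparison with each alternative except the replicate block, with 4 for Suc against Xyl and 1 for Suc against Glc (unadjusted p under 0.05 without the block, 463 and 337). Past the threshold of 0.002 the counts were 19, 10 and 15 (Fru, Glc, Suc). They became 249, 283 and 242 with the replicate block, 125, 125 and 131 with the random block and 124, 125 and 131 with the authors' deposited p-values. Student's unpaired t-test gave 25 for Glc and 41 for Suc, unequal variances 9 for Fru and 16 for Glc, and the linear scale 26 for Glc and 36 for Suc. Fits of 6 arrays gave 7 for Fru and 2 for Glc, a trended and robust variance 18 for Glc and 7 for Suc, array weights 34, 46 and 45, the filter on dim probe sets 10 for Fru and 5 for Glc, and median centring 6 for Glc. The union of 39 became 622 (replicate block), 308 (random block), 307 (authors' p-values), 88 (t-test), 81 (linear scale), 107 (array weights) and 22 (dim probe sets left out). The share of falls, 69.2%, became 40% (unequal variances), 48.1% (linear scale) and 29.3% (trended and robust variance).

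The 20 genes of Dataset S1 past the threshold became 241 (replicate block), 288 (random block and authors' p-values alike), 9 (t-test), 5 (unequal variances), 8 (linear scale), 6 (6 arrays), 64 (array weights) and 10 (dim probe sets left out). The 23 genes specific to a sugar became 73 (replicate block), 75 (random block), 13 (t-test), 10 (unequal variances), 14 (linear scale), 6 (6 arrays), 15 (trended and robust variance) and 8 (dim probe sets left out). The smallest cluster held 1 gene with average linkage. On the linear scale the highest and lowest ratios were 5.18 and 0.277. The 13 gene list calls became 0 with an estimated correlation, with the replicate block and an estimated correlation, with fry and with fry and the block.

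Leaving out each array in turn, the counts at an adjusted p under 0.05 stayed 0. Past the threshold they ranged from 6 (without Xyl replicate 3) to 20 (Glc 3) for Fru, 4 (Xyl 3) to 20 (Glc 2) for Glc, 4 (Xyl 3) to 26 (Fru 3) for Suc and 12 (Xyl 3) to 46 (Fru 3) for the union. The share of falls ranged from 41.7% (Xyl 3) to 81.8% (Fru 2), the genes of Dataset S1 from 7 (Xyl 2) to 23 (Glc 2), the specific genes from 9 (Suc 1) to 23 (Fru 1) and the gene list calls from 10 (Xyl 3) to 18 (Fru 3). The correlations ranged from 0.38 to 0.85 (Fru and Glc), 0.30 to 0.82 (Fru and Suc) and 0.26 to 0.85 (Glc and Suc). Leaving out a whole replicate (3 settings), the 3′ minus 5′ difference ranged from −0.22 to −0.05 (Fru), −0.07 to 0.10 (Glc) and −0.04 to −0.01 (Suc), and the change of the longest genes from −0.07 to −0.03, −0.07 to −0.05 and −0.08 to −0.07. The longest coding sequence as a measure of length was not run.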

Differences from the paper's values

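The paper reports 290 genes past its threshold with at least 1 sugar, and 39 probe sets passed in limma without the block. Simulated unchanged groups, without variation shared within replicates, gave a mean of 126 in that fit. Of the 290 genes the paper counts 168 as down-regulated and 122 as up-regulated, against 27 and 12 of the 39 probe sets. In its sub-groups the paper counts 79 genes for Fru, 71 for Glc, 78 for Suc, 21 for Fru and Glc, 10 for Fru and Suc, 21 for Glc and Suc and 10 for all 3 sugars, against 15, 7, 13, 2, 1, 0 and 1. Of 24 alternatives set before the data were examined, each of these values came within 1.5 times the paper's with 1, the authors' deposited p-values, and with none of the other 23. With those p-values 307 probe sets passed, 188 lower and 119 higher, with sub-groups of 83, 72, 89, 21, 10, 22 and 10. A random block for the replicate number, chosen after seeing the values, gave 308 probe sets and dropped 2 of the paper's 290 genes, one of which is *CLASP*. The authors' deposited p-values equal those of this random block within 5e-10. With the replicate number as a fixed block 622 passed.

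The paper gives *AT3G57540* as a gene that responds to Fru, by qPCR. On the arrays its log2 change was 0.25 with Fru and 0.89 with Glc, and Dataset S1 has it in the Glc sub-group. For *AT3G25400* the paper's qPCR found a response to Fru and to Suc and none to Glc. On the arrays the change of *AT3G25400* was largest with Glc, and with the replicate block it passed with each sugar. The paper states that *MRS2.11* and *MGD2* were higher in plants in the light and that genes moved there as in the culture with sugar. On the arrays *MGD2* was higher with each sugar, while *MRS2.11* had log2 changes of −0.39, −0.49 and −0.20 with Fru, Glc and Suc. The paper states that *TUB5* showed no change on the arrays, and it passed no test here. Its log2 changes were 0.08, 0.12 and −0.12 with Fru, Glc and Suc, with a standard error of 1.26 without the block and 0.14 with it.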

Other observations

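The tests of regroupings and gene length were set before their results, and the rule that took gene length in place of transcript length was chosen after the data were seen.

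Of 20 listed genes of the circadian clock, the 4 named by the platform's annotation had medians of −0.38, −0.32 and −0.39 (log2, Fru, Glc and Suc), with camera's adjusted p = 0.0050, adjusted p = 0.0017 and adjusted p = 0.0042 (adjusted p = 0.16, 0.13 and 0.16 with an estimated correlation). *CCL*, whose transcript is unstable and cycles over the day, fell with Glc (−0.89, standard error 0.19), and *GI* had −0.38 with Suc, while *COR27* had −0.25, −0.01 and −0.03. Adjusted over the list alone 0, 1 and 0 passed, and with the replicate block 2, 3 and 3. AT4G33980 and *CCL* are in Dataset S1, which was selected on these samples. Of 13 listed genes of anthocyanin synthesis, the 3 named had a median of 0.31 with Fru (adjusted p = 0.013, adjusted p = 0.42 with an estimated correlation; 1 passed when adjusted over the list alone), and *DFR*, dihydroflavonol reductase, had 0.03. *5GT* (AT4G14090), an anthocyanin glucosyltransferase, had 0.49 with Fru and 0.00 with Glc, and the list gave a call between Fru and Glc, higher with Fru (adjusted p = 0.042, adjusted p = 0.11 with the replicate block and adjusted p = 0.49 with an estimated correlation).

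Of 8 genes that break down branched-chain amino acids, 7 were lower with Fru (median −0.18), with no call in camera (adjusted p = 0.64) and one with the replicate block (adjusted p = 0.043, adjusted p = 0.68 with the block and an estimated correlation). *MCCA*, a subunit of methylcrotonyl-CoA carboxylase, had −0.33 and *IVD*, isovaleryl-CoA dehydrogenase, −0.33 with Fru. Neither 6 nuclear genes of photosynthesis (adjusted p = 0.55, 0.59 and 0.59 for Fru, Glc and Suc) nor 3 genes of the rapid wound and touch response (adjusted p = 0.99, 0.87 and 0.99) gave a call against Xyl. *STZ*, a zinc finger gene of that response, had 0.32, 0.28 and −0.01. With the random block 20 probe sets outside Dataset S1 passed the threshold, and 9 of them are of the plastid genome and lower with Suc.

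The length of the genes lower with Suc was weighed against 3 technical explanations. Degraded RNA would raise the 3′ minus 5′ difference, which was −0.02 between Suc and Xyl. Its 4 controls are of actin and GAPDH, so it argues against a general degradation but does not measure the long transcripts. A trend of array values with gene length had its predicted outcome: with the trend removed, 13 of 71 probe sets lower with Suc past the threshold with the replicate block (18.3%, 10.1 to 29.3) lay in the longest 10% of genes, against 63 of 119 (52.9%, 43.6 to 62.2) before. The pattern was not particular to Suc, since the share among lower probe sets went from 29.8% to 14.5% with Fru and from 33.3% to 13.5% with Glc. The median log2 change of the longest genes, taken within each replicate and then averaged, was −0.10 (the −0.08 above is a difference of medians per array), less than the −0.43 of the longest genes of Dataset S1, but the limit set for that test was wrong, since genes chosen by p fall by more than their class whatever the cause. So a technical trend with length and an effect of Suc on long transcripts cannot be told apart, and the latter may stand as a hypothesis.

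Regrouping the 12 arrays gave as many probe sets past the threshold as the real groups in 36 of 100 draws without the block (real 39, highest other 2850), but many of these draws set replicates apart, so the share does not settle chance for groups that each hold all 3 replicate numbers. With arrays exchanged within replicates it was 2 of 100 with the replicate block (real 622, highest other 630), which excludes chance at a share of 0.05 for that count, though another draw was larger. For the gene list calls it was 21 of 100 without the block (real 13, highest other 17), with the same limit, and 12 of 100 with it (real 14, highest other 18), where chance cannot be excluded. Single comparisons have 10 splits, too few for a share under 0.05: the real counts were 19, 10 and 15 for Fru, Glc and Suc against Xyl, met by 3, 4 and 2 splits, with the highest other at 38, 27 and 15, while at an adjusted p under 0.05 limma gave 0 in all 10 splits of each of 6 comparisons. Of the 4 splits in which each group holds all 3 replicate numbers, the others gave at most 2, 2 and 0 without the block, so the larger counts there point to a structure of the samples by replicate, and with the replicate block at most 53, 58 and 9 against the real 249, 283 and 242, but 102 against the real 100 between Fru and Glc.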
